# Mettl3-mediated mRNA m^6^A modification controls postnatal liver development by modulating the transcription factor Hnf4a

**DOI:** 10.1038/s41467-022-32169-4

**Published:** 2022-08-05

**Authors:** Yan Xu, Zhuowei Zhou, Xinmei Kang, Lijie Pan, Chang Liu, Xiaoqi Liang, Jiajie Chu, Shuai Dong, Yanli Li, Qiuli Liu, Yuetong Sun, Shanshan Yu, Qi Zhang

**Keywords:** Development, Transcriptional regulatory elements, Hepatocytes

## Abstract

Hepatic specification and functional maturation are tightly controlled throughout development. N6-methyladenosine (m^6^A) is the most abundant RNA modification of eukaryotic mRNAs and is involved in various physiological and pathological processes. However, the function of m^6^A in liver development remains elusive. Here we dissect the role of Mettl3-mediated m^6^A modification in postnatal liver development and homeostasis. Knocking out Mettl3 perinatally with *Alb-Cre* (*Mettl3* cKO) induces apoptosis and steatosis of hepatocytes, results in severe liver injury, and finally leads to postnatal lethality within 7 weeks. m^6^A-RIP sequencing and RNA-sequencing reveal that mRNAs of a series of crucial liver-enriched transcription factors are modified by m^6^A, including *Hnf4a*, a master regulator for hepatic parenchymal formation. Deleting Mettl3 reduces m^6^A modification on *Hnf4a*, decreases its transcript stability in an Igf2bp1-dependent manner, and down-regulates *Hnf4a* expression, while overexpressing Hnf4a with AAV8 alleviates the liver injury and prolongs the lifespan of *Mettl3* cKO mice. However, knocking out Mettl3 in adults using *Alb-Cre*^*ERT2*^ does not affect liver homeostasis. Our study identifies a dynamic role of Mettl3-mediated RNA m^6^A modification in liver development.

## Abstract (web summary)

m^6^A is the most abundant RNA modification of eukaryotic mRNAs and is involved in various physiological and pathological processes. Here the authors show a role for Mettl3-mediated RNA m^6^A modification in postnatal liver development by regulating the Hnf4a-centered transcriptional network

## Introduction

The liver is the primary organ responsible for metabolism, lipid transportation, drug detoxification, and hormone secretion^1^. Hepatic specification and the dramatic functional transition from haematopoiesis to metabolism of the liver are tightly controlled by the intricate crosstalk among extracellular signals, transcription factors, and epigenetic regulators. Previous reports showed that coordination of liver-enriched transcription factors, histone modifications, and DNA methylation orchestrates the hepatic differentiation program during development and maintains liver homeostasis in adults^2,3^.

N6-methyladenosine (m^6^A) modification has been identified as the most abundant modification in eukaryotic mRNAs since its discovery in the 1970s^4–6^. Dynamic deposition and removal of m^6^A is catalyzed by the methyltransferase complex containing methyltransferase-like 3 (METTL3), methyltransferase-like 14 (METTL14)^7,8^, and Wilms tumor 1-associating protein (WTAP)^9^, along with other co-factors and demethylases, including ALKB homolog 5 (ALKBH5)^10^ and fat mass and obesity-associated protein (FTO)^11^, respectively. m^6^A modification is recognized by YTH family members which embrace the domain of YT521-B homology (YTHDF1-3, YTHDC1-2)^12–16^ and insulin-like growth factor-2 mRNA-binding proteins (IGF2BP1/2/3)^17^, and are thus involved in various steps of RNA metabolism, such as stability, translation, nuclear exportation, splicing of mRNAs, and biogenesis and maturation of miRNAs^18^.

In this work, we generate hepatic-specific *Mettl3* knockout (*Mettl3* cKO) mice by crossing *Mettl3*^*flox/flox*^ mice with *Albumin* (*Alb*)-enhancer/promoter driven-*Cre* transgenic mice to investigate the role of m^6^A modification in liver development. Hepatic perinatal loss of Mettl3 causes severe liver damage, including steatosis, apoptosis, and fibrosis, and finally results in lethality within 7 weeks. Using m^6^A-RNA immunoprecipitation (m^6^A-RIP) sequencing and RNA-sequencing, we identify that crucial liver-enriched transcription factors, including *Hnf4a*, are modified by m^6^A in liver development. Loss of Mettl3 induces depletion of m^6^A on *Hnf4a* transcripts, decreases its transcript stability in an Igf2bp1-dependent manner, and down-regulates *Hnf4a* expression, while overexpressing Hnf4a with AAV8 alleviates the liver injury and prolongs lifespan of *Mettl3* cKO mice. However, deletion of Mettl3 in adult mouse livers using *Albumin*-enhancer/promoter-driven *Cre*^*ERT2*^ shows minimal effects on liver homeostasis. In conclusion, we elucidate a dynamic role of Mettl3-mediated RNA m^6^A modification during mouse postnatal liver development and decipher a novel function of epitranscriptomic control of liver organogenesis.

## Results

### Generation of hepatic specific Mettl3 knockout mice

To study the role of m^6^A modification in liver development, we first tested the expression level of critical subunits of the m^6^A methyltransferase complex, Mettl3 and Mettl14^7^. Both components showed shallow protein levels in mouse neonates (within one day after birth), increased gradually, and peaked at 2-3 weeks, and then decreased from 4 weeks onwards (Supplementary Fig. 1a). A similar trend was observed in human livers with high expression in children and a subsequent decline with age (Supplementary Fig. 1b). These results indicated that m^6^A is dynamically regulated in postnatal liver development. Global knockout of either *Mettl3* or *Mettl14* results in embryonic lethality caused by gastrulation defects^19–21^. Thus, to study the role of m^6^A modification, we generated mice with hepatic specific knockout of the catalytic subunit of the m^6^A methyltransferase complex, Mettl3, by crossing *Mettl3*^*flox/flox*^ mice (with loxP sites flanking exons 2 and 4) with *Alb*-enhancer/promoter-driven *Cre* transgenic mice (Supplementary Fig. 1c, d). The specific knockout of Mettl3 in the liver was confirmed by genomic PCR, quantitative real-time PCR (RT-qPCR), western blot, and immunochemistry (Fig. 1a-d and Supplementary Fig. 1e-j). Genomic PCR and RT-qPCR showed that efficient knockout of Mettl3 started from day 1 after birth (Fig. 1b and Supplementary Fig. 1k), along with *Cre* expression (Supplementary Fig. 1i). As expected, livers from *Mettl3* cKO mice showed a significant decrease in mRNA m^6^A levels compared to control mice (Supplementary Fig. 1l). In addition, we also observed that knocking out Mettl3 led to disruption of Mettl14 (Supplementary Fig. 1m), which is in accordance with previous reports^19^.

**Fig. 1:**
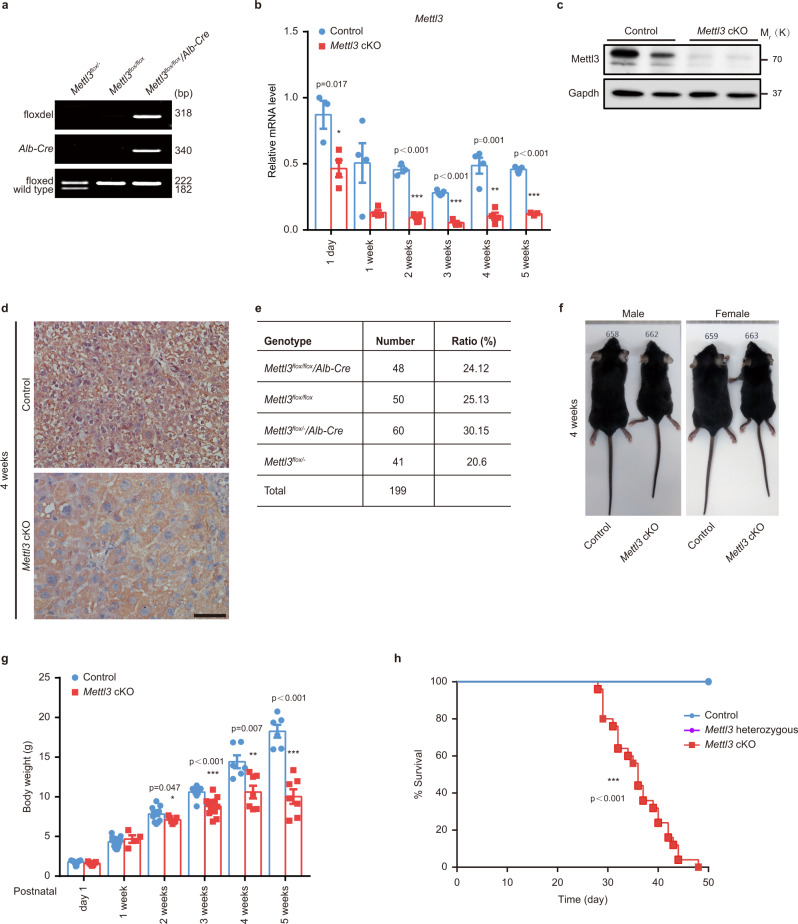
Hepatic Mettl3 knockout in mice results in postnatal lethality. **a** Genomic PCR characterization for tail and liver tissues (the top lane for liver tissues and the rest for tails) from 2 weeks old mouse of the indicated genotype. The top lane (floxdel) showed the exon 2–4 deleted alleles (amplified using F1 and R2 primer shown in (Supplementary Fig. 1c)) that could be detected only in *Mettl3*^*flox/flox*^*/Alb-Cre* (*Mettl3* cKO) mouse livers. The middle lane (*Alb-Cre*) showed the effective insertion of *Albumin* enhancer/promoter-driven *Cre* into the “genomic safe harbor” Hipp11 (H11) locus. The bottom lane displayed genotyping of heterozygous (*Mettl3*^*flox/-*^) or homozygous (*Mettl3*^*flox/flox*^) flox flanking alleles (amplified by F1 and R1 primer shown in (Supplementary Fig. 1c)) (3 experiments were repeated independently with similar results). **b** Quantitation of *Mettl3* mRNA expression in livers of wild-type (WT) control (Control, also hereafter in similar experiments) and *Mettl3* cKO mice at different time points postnatally via RT-qPCR (*n* = 3 for 1 day Control and 3 weeks cKO group; n = 5 for 3 weeks Control group; *n* = 4 for other groups). **c** Western blot for Mettl3 in Control and *Mettl3* cKO mouse liver tissues at two weeks after birth (6 experiments were repeated independently with similar results). Gapdh was used as a loading control (also hereafter in similar experiments). **d** Immunohistochemistry staining of Mettl3 in 4 weeks old Control and *Mettl3* cKO mouse livers (6 experiments were repeated independently with similar results). Scale bar = 50 μm. **e** The number of offspring with different genotypes from intercrossing *Mettl3*^*flox/flox*^ and *Mettl3*^*flox/-*^/*Alb-Cre* mice. **f** Representative appearance of sex-matched Control mice and *Mettl3* cKO littermates at 4 weeks after birth. **g** Body weight of male Control and *Mettl3* cKO littermates at different time points after birth (*n* = 4 for 1 week cKO group; *n* = 6 for 4 weeks and 5 weeks Control groups; *n* = 9 for 3 weeks Control group; *n* = 12 for 3 weeks cKO group; n = 13 for 2 weeks Control group; *n* = 15 for day 1 and 1 week Control group; *n* = 7 for other groups). **h** Survival curves of Control, *Mettl3* cKO, and *Mettl3* heterozygous (*Mettl3*^*flox/-*^/*Alb-Cre*) littermates (n = 25 for each group). Data in **b** and **g** were shown as mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001; two-tailed student’s *t*-test). Data in (h) were analyzed by Log-rank (Mantel-Cox) test with the indicated significance (***P < 0.001). Source data are provided as a Source Data file.

### Hepatic Mettl3 knockout results in postnatal lethality

Hepatic *Mettl3* knockout mice were born at almost expected Mendelian frequencies (Fig. 1e), excluding the possibility of prenatal lethality. However, both male and female knockout mice were smaller in body size than their age and sex-matched wild-type (WT) control (Control, also hereafter in similar experiments) littermates (Fig. 1f). This difference appeared at 2 weeks after birth and gradually became more pronounced at 4 and 5 weeks (Fig. 1g and Supplementary Fig. 1n, o). Moreover, all the *Mettl3* cKO mice died within 7 weeks after birth, while heterozygous knockout individuals were fertile and survived for over 12 months without discernible defects in development (Fig. 1h), indicating that one allele of *Mettl3* was sufficient to maintain normal development and function of mouse livers. These results demonstrate that Mettl3 is critical for postnatal liver development, especially during the highly proliferative stages from 0 to 4 weeks after birth.

### Hepatic Mettl3 deletion causes liver injury

To delineate the exact role of Mettl3 in liver organogenesis, we dissected the livers of Control and *Mettl3* cKO mice at different time points after birth. Grossly, an obvious mottled appearance, which is an indication of lipid deposition, was observed in the livers of *Mettl3* cKO mice 2 weeks after birth (Fig. 2a). The livers of 4-week-old *Mettl3* cKO mice were yellow, smaller, and stiffer than the WT Control. These differences became more significant at 5 weeks (Fig. 2a). The liver weight of *Mettl3* cKO mice decreased since 3 weeks after birth (Fig. 2b), while the liver weight to body weight ratio was slightly increased (Supplementary Fig. 2a). Serum indicators of liver function showed that Mettl3 deficiency caused defects in metabolism, detoxification, protein synthesis, and secretion functions in the liver from 1-2 weeks after birth, indicating progressive liver damage (Fig. 2c-j and Supplementary Fig. 2b).

**Fig. 2:**
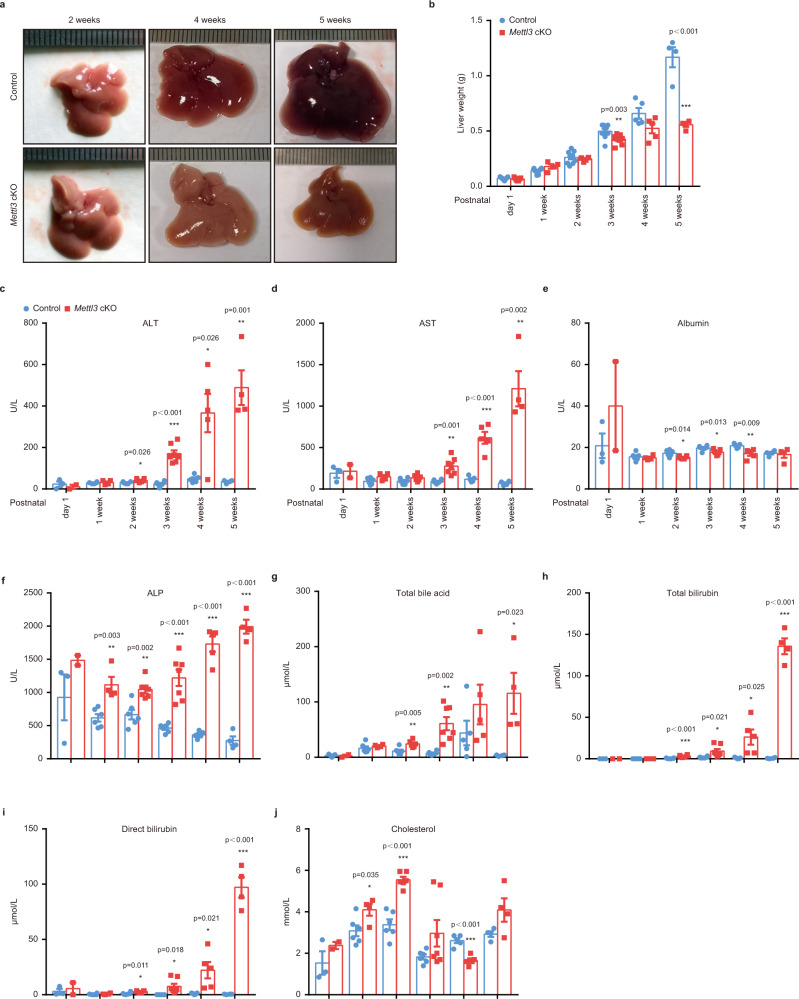
Hepatic Mettl3 knockout in mice causes liver injury. **a** Representative gross appearance of livers from Control and *Mettl3* cKO mice at 2 weeks, 4 weeks, and 5 weeks postnatally. **b** Liver weight at different time points postnatally (*n* = 4 for 1 week cKO group and 5 weeks groups; *n* = 5 for 4 weeks groups; *n* = 6 for 2 weeks cKO group; *n* = 7 for day 1 cKO group; *n* = 8 for 1 week Control group; *n* = 9 for 3 weeks Control group; *n* = 10 for 2 weeks Control group; *n* = 12 for 3 weeks cKO group; *n* = 15 for day 1 Control group). **c**–**j** Serum levels of ALT **c**, AST **d**, Albumin **e**, ALP **f**, Total bile acid **g**, Total bilirubin **h**, Direct bilirubin **i**, and Cholesterol **j** of Control and *Mettl3* cKO mice at different time points postnatally (*n* = 2 for day 1 cKO group; *n* = 3 for day 1 Control group; *n* = 4 for 1 week cKO and 5 weeks groups; *n* = 5 for 4 weeks groups; *n* = 6 for 1 week Control group, 2 weeks groups, and 3 weeks Control group; *n* = 7 for 3 weeks cKO group). Data in **b**–**j** were shown as mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001, two-tailed student’s *t*-test). Source data are provided as a Source Data file.

### Mettl3 deletion results in apoptosis, steatosis, fibrosis, and activation of hepatic progenitors

Although histologic analysis showed no apparent differences between the Control and *Mettl3* cKO mice at 1 day and 1 week after birth (Supplementary Fig. 3a, b), marked pathological lesions were observed in *Mettl3* cKO mice since 2 weeks old (Fig. 3a). Increased lipid droplet deposition in *Mettl3* cKO livers was observed 2 weeks after birth, confirmed by BODIPY staining and Oil Red O staining for both frozen liver tissues (Fig. 3b and Supplementary Fig. 3c, d) and primary hepatocytes (Supplementary Fig. 3e). We also observed enlarged cell size, enlarged nucleus, and increased apoptosis of hepatocytes in *Mettl3* cKO mice starting from 2 weeks and expansion of ductular cells at 3 weeks after birth (Fig. 3a-d and Supplementary Fig. 3f, g). In addition, prominent fibrosis in *Mettl3* cKO livers was seen at 4 weeks and became more pronounced at 5 weeks (Fig. 4a-c and Supplementary Fig. 4a, b). We did not observe any abnormalities of heterozygous cKO livers by histological analysis (Supplementary Fig. 4c). Consistent with the expansion of ductular cells, we detected marked increases of Sox9, CK19, and Ki67 positive cells in *Mettl3* cKO livers (Fig. 4d and Supplementary Fig. 4d). Meanwhile, RT-qPCR of liver tissues collected at different time points showed that hepatocyte markers (*Albumin* (*Alb*)) decreased, while hepatic progenitor markers (*Afp*, *Krt7*, *Krt19*, *Epcam*, and *Sox9*) and fibrosis markers (*Col1a1*, *Acta2*, and *Pdgfrb*) increased in *Mettl3* cKO individuals (Fig. 4e). These changes were confirmed by western blot (Fig. 4f). The above results demonstrate that Mettl3 deletion in hepatocytes perinatally leads to hepatocyte injury, activation of progenitor cells, and fibrosis.

**Fig. 3:**
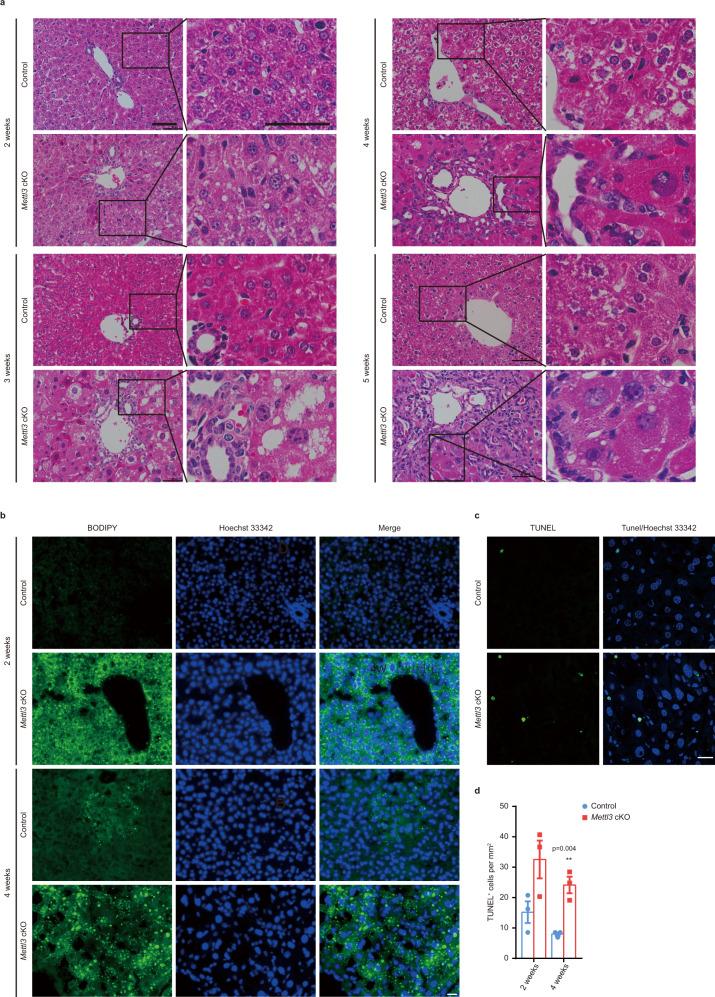
Hepatic deletion of Mettl3 in mice induces steatosis and apoptosis. **a** Representative H&E staining photographs of liver sections from Control and *Mettl3* cKO mice at indicated time points postnatally (10 experiments were repeated independently with similar results). Scale bar = 50 μm. **b** Representative BODIPY staining fluorescent photographs of frozen liver sections from Control and *Mettl3* cKO mice at 2 weeks and 4 weeks after birth (6 experiments were repeated independently with similar results). Cell nuclei were counterstained with Hoechst 33342 (also hereafter in similar experiments). Scale bar = 20 μm. **c** Representative TUNEL staining fluorescent photographs for frozen liver sections from Control and *Mettl3* cKO mice 4 weeks after birth (6 experiments were repeated independently with similar results). Scale bar = 20 μm. **d** Quantification of TUNEL^+^ cells/Hoechst 33342^+^ cells ratio in liver sections from Control and *Mettl3* cKO mice at 2 weeks and 4 weeks after birth (*n* = 3 for each group). Data in **d** were shown as mean ± SEM with the indicated significance (**P < 0.01; two-tailed student’s *t*-test). Source data are provided as a Source Data file.

**Fig. 4:**
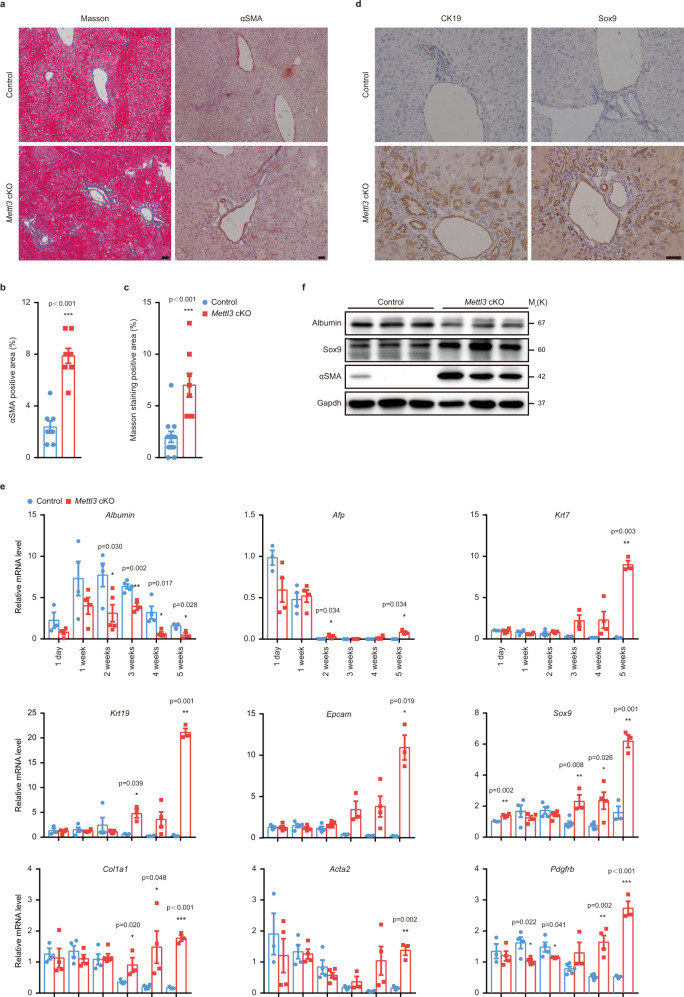
Hepatic deletion of Mettl3 in mice induces fibrosis and activation of hepatic progenitors. **a** Representative Masson’s trichrome staining and αSMA immunohistochemistry staining photographs of liver sections from Control and *Mettl3* cKO mice at 4 weeks after birth (10 experiments were repeated independently with similar results). Scale bar = 50 μm. **b** Quantification of the αSMA positive area (*n* = 8 for each group). **c** Quantification of the Masson’s trichrome staining positive area (*n* = 8 for cKO group; *n* = 12 for Control group). **d** CK19 and Sox9 immunohistochemistry staining of liver sections from Control and *Mettl3* cKO mice at 4 weeks after birth (6 experiments were repeated independently with similar results). Scale bar = 50 μm. **e** RT-qPCR analysis of hepatocyte markers, hepatic progenitor markers, and fibrosis markers for liver tissues from Control and *Mettl3* cKO mice at different time points postnatally (*n* = 3 for 1 day Control group, 3 weeks cKO group, and 5 weeks groups; *n* = 5 for 3 weeks Control group; *n* = 4 for other groups). **f** Western blot for Albumin, Sox9, and αSMA of Control and *Mettl3* cKO mouse liver tissues at 4 weeks after birth (3 experiments were repeated independently with similar results). Data in **b**, **c**, and **e** were shown as mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001; two-tailed student’s *t*-test). Source data are provided as a Source Data file.

### Transcriptome-wide m^6^A-RIP sequencing to identify potential targets of Mettl3

As Mettl3 is the key catalytic subunit of the m^6^A methyltransferase machinery, to gain a comprehensive insight into the molecular mechanisms underlying Mettl3 regulating postnatal liver development, we first quantified the m^6^A levels on mRNAs of the liver tissues from different developmental stages using LC-MS/MS. Global mRNA m^6^A levels of postnatal livers increased after birth, peaked at 2 weeks, and decreased then (Supplementary Fig. 5a). Next, we profiled the genome-wide m^6^A methylation distribution using m^6^A-RIP sequencing of RNAs from five developmental time points (1 day and 1, 2, 4, and 8 weeks after birth) of mouse liver tissues. The distribution of m^6^A modifications was dynamically regulated during different stages of postnatal liver development (Fig. 5a and Supplementary Fig. 5a-d). We identified 15139, 12483, 12615, 10561, and 6806 m^6^A peaks, corresponding to 6330, 5522, 5515, 4856, and 3445 genes from the above five groups, respectively (Supplementary Fig. 5b and Supplementary Dataset 1). Global m^6^A peak enrichment peaked 2 weeks after birth, along with patterns of bulk m^6^A levels during mouse liver development (Supplementary Fig. 5a, d). In line with previous reports, m^6^A peaks were significantly enriched in the vicinity of the stop codon (Fig. 5a, b), and the consensus motif “GGAC” was most commonly enriched in peaks from all samples (Supplementary Fig. 5e). Interestingly, “liver development” was one of the most significantly enriched terms of m^6^A modified genes by Gene Ontology (GO) analysis at all time points (Fig. 5c and Supplementary Dataset 2). mRNAs of several key liver-enriched transcription factors were highly methylated by m^6^A in liver tissues, including *Hnf4a*, *Hnf1a*, *Ppara*, and *Cebpa* (Fig. 5d and Supplementary Fig. 5f). These factors play essential roles in both liver development in vivo and hepatocyte differentiation in vitro^2^. Next, we used gene-specific m^6^A-RIP-qPCR assays to confirm the authentic deposition of RNA m^6^A modifications by Mettl3 on liver-enriched factors using liver tissues from Control and *Mettl3* cKO mice. We observed a significant decrease of m^6^A deposition on *Hnf1a*, *Hnf4a*, *Ppara*, *Cebpa* *et al*. in *Mettl3* cKO mice at both 2 weeks and 4 weeks (Fig. 5e). These results indicate that Mettl3-mediated m^6^A modification is dynamically regulated during liver development and modifies crucial transcription factors controlling liver specification and function.

**Fig. 5:**
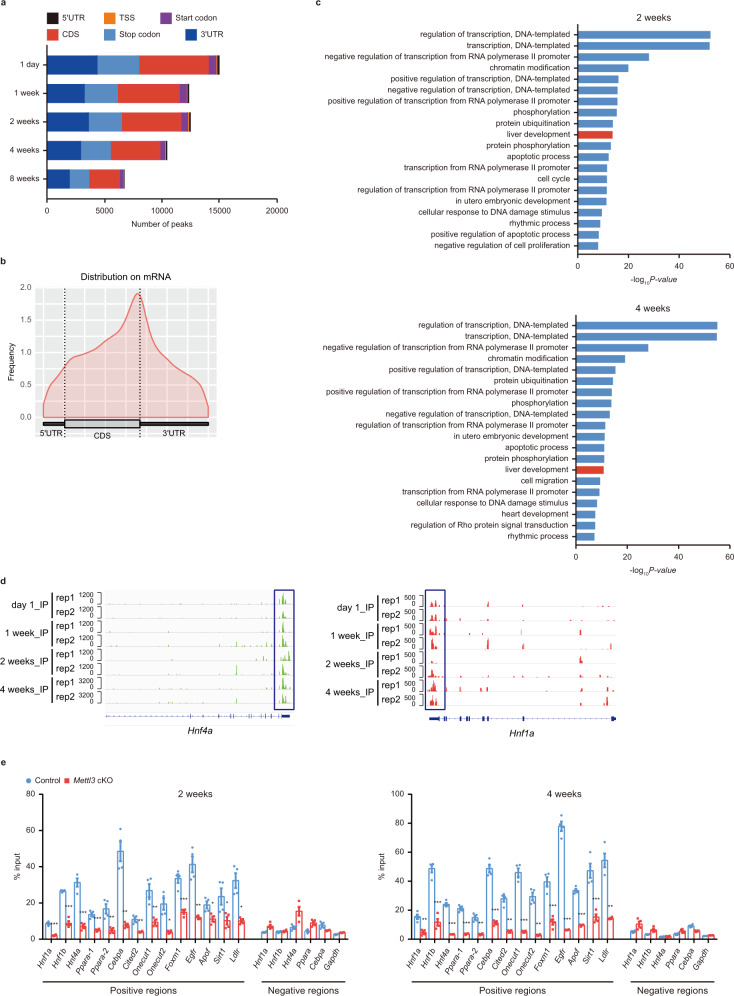
Mettl3-mediated m^6^A modification regulates postnatal liver development dynamically. **a** Summary of peak numbers and the distribution of m^6^A peaks in the 5′UTR, TSS, start codon, CDS, stop codon, and 3′UTR regions across the entire set of mRNA transcripts. **b** Metagene distribution of m^6^A-immunoprecipitated reads across the length of mRNA transcript of livers from mice at postnatal 2 weeks. **c** Gene ontology (GO) analysis of m^6^A modified genes in mouse liver tissues at 2 and 4 weeks after birth identified by m^6^A-RIP sequencing. **d** Genome Browser screenshots of m^6^A-RIP sequencing read density signals under 4 different time points after birth at *Hnf4a* and *Hnf1a* loci. Two replicates were contained at each time point. **e** Gene-specific m^6^A-RIP-qPCR for Control and *Mettl3* cKO mouse liver tissues at 2 and 4 weeks after birth (*n* = 4 for each group over 3 independent experiments). m^6^A positive and negative regions were selected based on m^6^A-RIP sequencing. Genes were marked by serial number if two or more m^6^A positive regions were found in an individual gene (e.g., *Ppara*−1 and *Ppara*−2 meant two separate m^6^A positive regions in *Ppara* mRNA). Exact P-value for each gene between Control and cKO in 2 weeks positive regions were listed here: *Hnf1a* (<0.001), *Hnf1b* (<0.001), *Hnf4a* (<0.001), *Ppara-1* (<0.001), *Ppara-2* (0.005), *Cebpa* (0.004), *Cited2* (0.009), *Onecut1* (0.004), *Onecut2* (0.016), *Foxm1* (<0.001), *Egfr* (0.007), *Apof* (0.018), *Sirt1* (0.040), *Ldlr* (0.011). Exact P-value for each gene between Control and cKO in 4 weeks positive regions were listed here: *Hnf1a* (0.001), *Hnf1b* (<0.001), *Hnf4a* (<0.001), *Ppara-1* (<0.001), *Ppara-2* (0.003), *Cebpa* (<0.001), *Cited2* (0.001), *Onecut1* (<0.001), *Onecut2* (0.002), *Foxm1* (<0.001), *Egfr* (<0.001), *Apof* (<0.001), *Sirt1* (<0.001), *Ldlr* (0.003). Data in (e) were shown as mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001; two-tailed student’s *t*-test). Source data are provided as a Source Data file.

### m^6^A regulates pathways of liver development and metabolism by controlling mRNA stability of the core transcription factor *Hnf4a*

To gain further insights into the mechanism of Mettl3 regulating liver development, we conducted RNA-sequencing for liver tissues from Control and *Mettl3* cKO mice at 1 day, 1 week, 2 weeks, and 4 weeks after birth. There were much more differentially regulated genes (DEGs) between Control and *Mettl3* cKO mice at later time points (Supplementary Fig. 6a, Supplementary Dataset 3), which is consistent with our observations that *Mettl3* cKO mice showed progressive severe liver damage 2 weeks after birth onward (Fig. 3a). Gene set enrichment analysis (GSEA) showed that targets of *Hnf4a* and *Hnf1a* were significantly repressed in *Mettl3* cKO livers even at 1 day postnatally (Fig. 6a and Supplementary Fig. 6b). Dual-luciferase reporter assay and mutagenesis assay (Fig. 6b and Supplementary Fig. 6c, d) showed that co-transfection with WT, but not catalytic mutant Mettl3^22–24^, significantly promoted luciferase activity in reporters carrying WT *Hnf4a* and *Hnf1a* fragments, while such increases were abolished when the m^6^A consensus motifs were mutated, confirming that the regulation of Hnf4a and Hnf1a by Mettl3 was indeed relying on m^6^A methylation of their transcripts. Both RT-qPCR and western blot confirmed that Hnf4a was downregulated in *Mettl3* cKO livers at different time points postnatally (Fig. 6c-e). Although the RNA level of *Hnf1a* was downregulated at all time points (Supplementary Fig. 6e), we observed a dramatic decrease of Hnf1a protein with age and only observed a difference between Control and *Mettl3* cKO mouse livers 1 week after birth (Supplementary Fig. 6f), indicating a less essential role of Hnf1a in the maturation of hepatocytes, which is consistent with previous studies^25^. Since Hnf4a is a master transcription factor required for liver development in both foetuses and adults and controls most aspects of mature hepatocyte function^26,27^, we mainly focused on Hnf4a for further studies. RNA-sequencing data showed that along with the downregulation of Hnf4a, most Hnf4a target genes, such as *Apoa2*, *Apoc3*, *Cyp8b1*, and *Mttp*, were repressed in *Mettl3* cKO individuals (Supplementary Fig. 6g, Supplementary Dataset 3), which was validated by RT-qPCR (Supplementary Fig. 6h). We also noticed that *Smad* signaling, the central mediator of fibrosis^28^, was significantly enriched in *Mettl3* cKO mouse liver tissues at 4 weeks (Supplementary Fig. 7a), supporting the phenomenon that massive liver fibrosis was induced in *Mettl3* cKO animals (Fig. 4). These results indicate that Mettl3-mediated m^6^A controls the expression of crucial liver developmental genes during liver development.

**Fig. 6:**
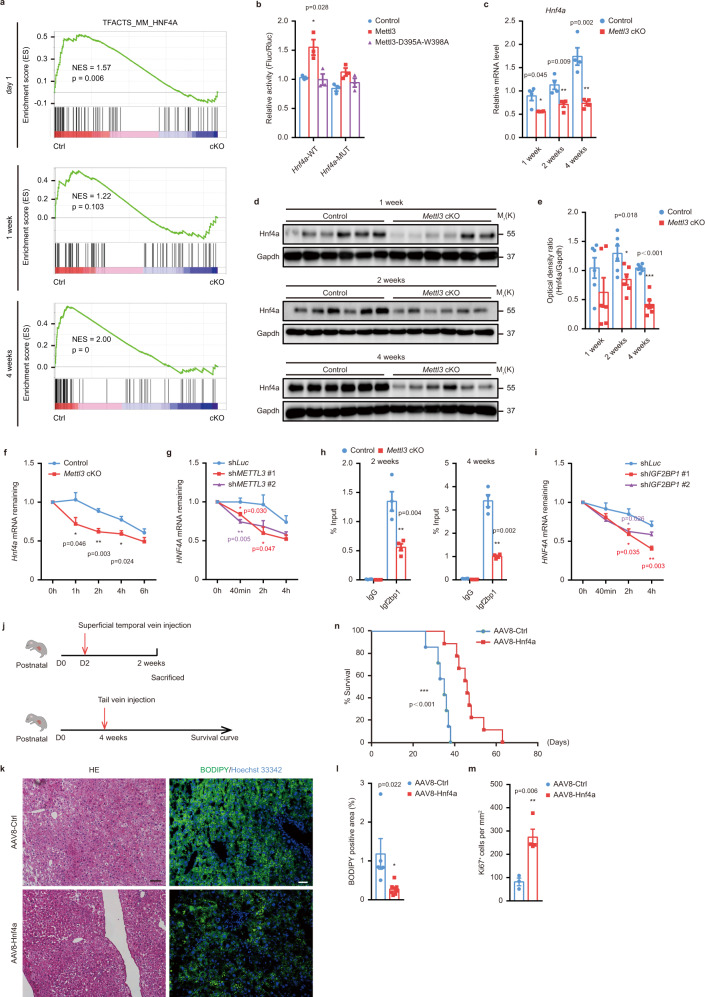
Mettl3 modulates the Hnf4a-centered regulatory network by controlling *Hnf4a* mRNA stability. **a** Gene set enrichment analysis (GSEA) for Hnf4a pathways in RNA-sequencing data of Control (Ctrl) and *Mettl3* cKO (cKO) mouse liver tissues at 1 day, 1 week, and 4 weeks after birth. **b** Dual-luciferase reporter assays showing the effects of Mettl3 on *Hnf4a* reporters with either WT or mutated m^6^A-modified sites (*n* = 3 for each group over 3 independent experiments). **c** RT-qPCR for mRNA levels of *Hnf4a* at different time points in Control and *Mettl3* cKO mouse liver tissues (*n* = 4 for each group over 3 independent experiments). **d** Western blot for Hnf4α from Control and *Mettl3* cKO mouse liver tissues at 1 week, 2 weeks, and 4 weeks after birth. **e** Densitometry analysis of western blot for Hnf4a from Control and *Mettl3* cKO mouse liver tissues at indicated time points (*n* = 6 for each group). **f** RT-qPCR analysis of *Hnf4a* mRNA levels in primary hepatocytes isolated from Control and *Mettl3* cKO mouse liver at different time points after 5 μM actinomycin D treatment (*n* = 4 for each group over 3 independent experiments). **g** RT-qPCR analysis of *HNF4A* mRNA levels in METTL3 knockdown HepG2 cells at different time points after 5 μM actinomycin D treatment (*n* = 4 for each group over 3 independent experiments). **h** RIP-qPCR detecting the binding of Igf2bp1 to *Hnf4a* in Control and *Mettl3* cKO mouse liver tissues at 2 and 4 weeks after birth (*n* = 4 for each group). **i** RT-qPCR analysis of *HNF4A* mRNA levels in IGF2BP1 knockdown HepG2 cells at different time points after 5 μM actinomycin D treatment (*n* = 4 for each group). **j** Schematic diagram showing two rescue strategies with AAV8-Hnf4a. **k** Representative H&E staining and BODIPY staining photographs of 2-weeks-old liver sections from *Mettl3* cKO mice intravenous injected with AAV8-Ctrl and AAV8-Hnf4a at day two after birth (6 experiments were repeated independently with similar results). Scale bar = 20 μm. **l** Statistical histogram of BODIPY staining (*n* = 5 for AAV8-Ctrl group; *n* = 7 for AAV8-Hnf4a group). **m** Statistical histogram of Ki67 immunohistochemical staining (n = 3 for AAV8-Ctrl group; *n* = 4 for AAV8-Hnf4a group). **n** Survival curves of *Mettl3* cKO mice intravenous injected with AAV8-Ctrl and AAV8-Hnf4a (*n* = 8 for AAV8-Ctrl group; *n* = 9 for AAV8-Hnf4a group). Data in **b**, **c**, **e**–**i**, and **l**–**m** were shown as mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001; two-tailed student’s *t*-test). Data in **n** were analyzed by Log-rank (Mantel-Cox) test with the indicated significance (***P < 0.001). Source data are provided as a Source Data file.

m^6^A modification is involved in various aspects of RNA metabolism, including transcription, splicing, nuclear transportation, stability, and translation. Because we observed decreased expression of Hnf4a at both mRNA and protein levels, we determined the alternative splicing, nucleus-cytoplasm transportation, and mRNA stability of *Hnf4a* mRNA. Alternative splicing analysis showed no differences on *Hnf4a* transcripts in RNA-sequencing data from Control and *Mettl3* cKO livers (Supplementary Dataset 4). The distribution of *Hnf4a* mRNA in nuclear and cytoplasm was also not affected by *Mettl3* knockout (Supplementary Fig. 7b-d). Only mRNA stability showed significant changes in primary hepatocytes and the HepG2 cells with Mettl3 inhibition (Fig. 6f, g, and Supplementary Fig. 7e, f). Cells with Mettl3 deletion showed a shorter half-life of *Hnf4a* transcript, suggesting that Mettl3-mediated m^6^A controls the expression of Hnf4a at least partly by regulating its mRNA stability. 

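Primary hepatocytes from Control and Mettl3 cKO mice were cultured for 16 h and then exposed to 5 µM actinomycin D for 0, 2 or 6 h. The drug is used to block transcription, and the later fall of an mRNA is taken as its decay, which assumes that transcription stops alike in both genotypes. Poly(A) RNA of 12 libraries, 2 replicates for each genotype and time, was sequenced as 150 bp read pairs (the sample labels call the Control cells WT). The sources used here do not state whether replicates came from separate mice or cultures, so p-values measure the spread between these libraries, which may be technical. Mettl3, the catalytic subunit of the m6A methyltransferase, lies on chromosome 14 of mm10 from 52294841 to 52305128. At 0 h it had 30.9 ± 3.48 CPM (reads scaled to the library total, mean ± SD, n = 2) in Control and 22.9 ± 0.433 (SD, n = 2) in the libraries labelled Mettl3 cKO. The log2 difference was −0.48 (SE 0.10, adjusted p = 3.05e-04 from edgeR's quasi-likelihood test). Log2 differences at single times use TMM library sizes, which assume that most genes do not differ. They need not match the ratios of the CPM. At 2 h the values were 24.8 ± 0.887 and 24.9 ± 1.31 CPM (log2 difference −0.12, SE 0.10, adjusted p = 0.343). By 6 h Mettl3 stood at 14.4 ± 0.948 CPM in Control and 21.8 ± 3.35 in the libraries labelled Mettl3 cKO (log2 difference 0.32, SE 0.11, adjusted p = 0.0125). The call at 6 h ended without Control 6 h replicate 2 (adjusted p = 0.0573), without Mettl3 cKO 6 h replicate 2 (0.304) and in DESeq2 (0.0717). The counts cover the whole gene, while the deletion of exons 2 to 4 takes 799 of the 2025 bp (39.5%) of the transcript Mettl3-201, so they are no direct check of the deletion. The paper reports loss of Mettl3 by RT-qPCR, western blot and immunohistochemistry in liver tissue (Fig. 1b–d). Sult2a1, a hepatic sulfotransferase of bile acids and steroids, had 329 to 471 reads in every Control library and at most 1 in every library labelled Mettl3 cKO.
The 6 h libraries stood apart from the other times. Xist, the RNA that coats the inactive X chromosome, had 20246 and 16565 reads in the Control libraries at 6 h and at most 6 in each of the other 10. Ddx3y, a Y-linked RNA helicase, had at most 1 read in those Control libraries and 2440 to 3210 in the others. In Control, the CPM of the fetal growth factor Igf2 was 4.22-fold and that of its imprinted neighbour H19 3.22-fold higher at 6 h than at 2 h. Eno1b, which shares sequence with the glycolytic gene Eno1, had 2 and 4 reads in the libraries labelled Mettl3 cKO at 6 h and at least 844 in each of the other 10. Xist and Ddx3y run as cells of a female mouse at 6 h in Control and of male mice elsewhere may give. The paper's text does not state the sex of these animals. Slopes and half-lives over all times join time in actinomycin D with these differences between libraries and cannot separate them. Counts on decay are therefore also given from the 0 and 2 h libraries.
The authors aligned the reads to mm10 with STAR 2.5.3a, kept unique alignments and counted exons of Gencode genes with featureCounts 2.0.1. The deposited whole-number counts cover 48440 genes. Library totals at 0 h were 16952084 and 17424085 in Control and 20103395 and 20914516 in the libraries labelled Mettl3 cKO. At 2 h they were 17830556 and 18795601 in Control and 18365556 and 18672429 in Mettl3 cKO. At 6 h they were 19937845 and 20821105 in Control and 18959125 and 19003495 in Mettl3 cKO. A straight line was fitted to log2 expression over hours of actinomycin D in each genotype for the 14488 genes with enough reads. The difference in slope, Mettl3 cKO minus Control, was tested, so that a positive value means slower decay in the libraries labelled Mettl3 cKO. Half-life is the negative inverse of the slope. Library sizes were total counts, which match the CPM of the first 1999 of the 25974 genes of Supplementary Dataset 5 to within 0.00801% for values over 1 CPM. With no spike-in RNA, slopes are relative to the total of each library. Alb, the mRNA of serum albumin, took 4.71% of that total at 0 h and 9.15% at 6 h in Control, and 4.16% and 5.15% in Mettl3 cKO.

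**Figure D1:**
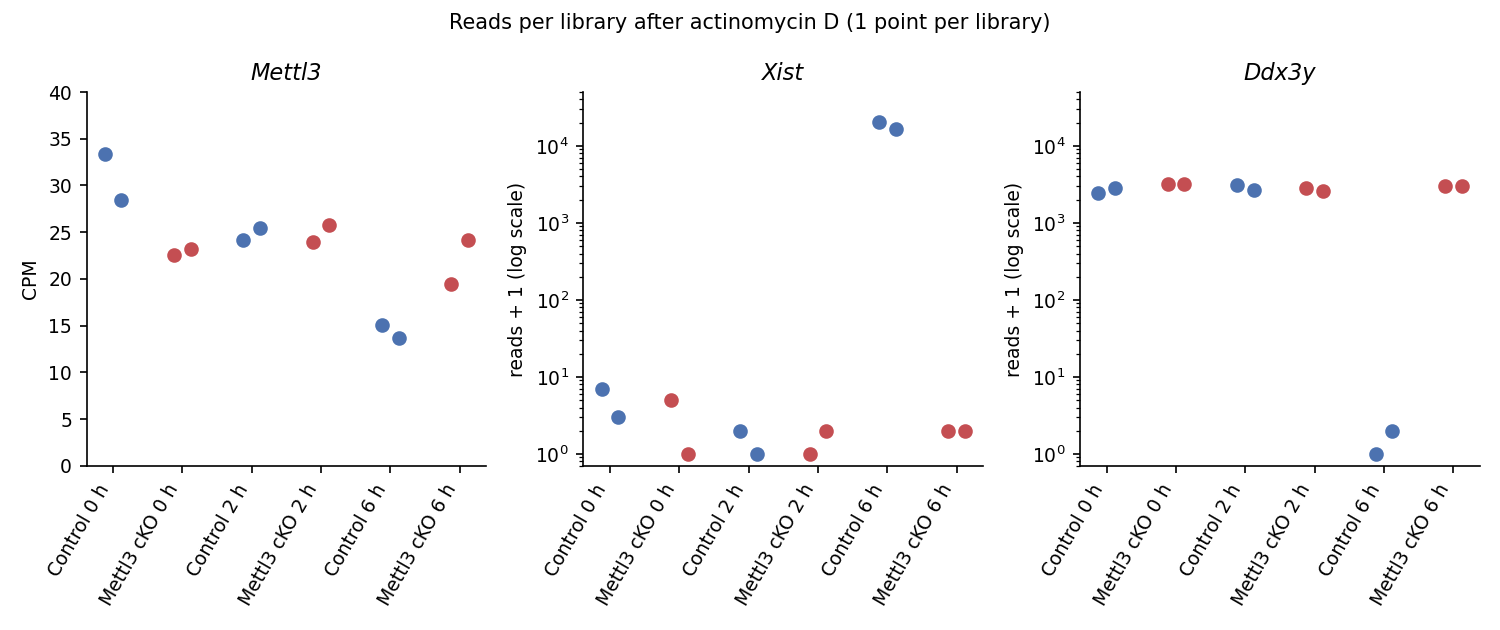
Mettl3 in CPM on a linear axis, and Xist and Ddx3y as reads plus 1 on log axes, with 1 point per library and 2 libraries in each of the 6 groups. Xist is at 16565 or more reads in the Control libraries at 6 h and at 6 or fewer in the other 10, and Ddx3y runs the other way.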

To compare the global changes of mRNA stability after Mettl3 knockout, we subjected actinomycin D-treated hepatocytes from Control and *Mettl3* cKO mice for RNA-sequencing (Supplementary Dataset 5). 

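After actinomycin D, 3515 of 14488 genes decayed more slowly in the libraries labelled Mettl3 cKO than in Control and 373 decayed faster (edgeR's quasi-likelihood test of the genotype by time term, adjusted p under 0.05). Ythdf2, a reader protein that directs m6A-modified mRNA to decay, had a slope that differed by 0.55 log2 per hour (SE 0.063, adjusted p = 2.89e-05). Jund, a subunit of the AP-1 transcription factor, differed by 0.58 log2 per hour (SE 0.024) and Mcl1, which holds back apoptosis, by 0.37 (SE 0.024). From the 0 and 2 h libraries alone 1952 genes were slower and 231 faster, with 0.97, 0.58 and 0.51 log2 per hour for Ythdf2, Jund and Mcl1 in turn. The count of faster genes ran from 194 (without Mettl3 cKO 6 h replicate 2) to 1760 (DESeq2 size factors) over the alternatives, with 226 without Mettl3 cKO 6 h replicate 1.
Of the 12 tested genes that the paper measured by m6A-RIP-qPCR, 9 decayed more slowly and none faster, or 10 and 1 (Hnf4a) adjusted over the list alone. Over the 0 and 2 h libraries 6 of these genes were slower and none faster. Slower over all times were the growth factor receptor Egfr (0.21, SE 0.028) and the transcription factor Onecut2 (0.12, SE 0.020). Onecut2 lost its call with the mitochondrially encoded list as the standard (adjusted p = 0.295). Of 22 writers, erasers and readers of m6A, 10 were slower and none faster (12 and 0 adjusted over the list alone or at an unadjusted p under 0.05, and 10 and 0 at 0 and 2 h). These included the readers Ythdf1 (0.40, SE 0.027) and Ythdf3 (0.26, SE 0.018) and the writer subunit Rbm15b (0.41, SE 0.031). Mettl14, the partner of Mettl3, did not pass the test (0.071, SE 0.038, adjusted p = 0.201), and lay at −0.025 over 0 and 2 h. Nor did the readers Igf2bp1 (−0.017, SE 0.080, adjusted p = 0.915), Igf2bp2 (0.097, SE 0.034, adjusted p = 0.0523) and Igf2bp3 (−0.0017, SE 0.024, adjusted p = 0.974), and all 3 lie below 0 over 0 and 2 h. Igf2bp2 passed in several other settings, at the lowest with an adjusted p of 2.69e-05 from the 2 and 6 h libraries.
Of 33 short-lived transcripts 12 were slower and none faster (14 and 0 adjusted over the list alone or at an unadjusted p under 0.05), and 19 slower and 7 faster at 0 and 2 h. Of 34 interferon-stimulated genes 14 were slower and none faster (14 and 0 adjusted over the list alone or at an unadjusted p under 0.05), but only 5 slower and 2 faster at 0 and 2 h. Examples are the immunity-related GTPase Irgm1 (0.49, SE 0.019) and the antiviral gene Rtp4 (0.41, SE 0.033). Among 21 TGF-beta and Smad targets 9 were slower and none faster (10 and 0 adjusted over the list alone, 11 and 1 at an unadjusted p under 0.05, and 9 and 1 at 0 and 2 h). Ski, which restrains Smad signalling (0.33, SE 0.019), and the matrix protein gene Ctgf (0.23, SE 0.025) were slower. Bile acid genes went the other way, with 3 of 17 faster and none slower (3 and 0 adjusted over the list alone, 5 and 2 at an unadjusted p under 0.05, and 6 and 0 with TMM). The 3 were the peroxisomal oxidase Acox2 (−0.13, SE 0.024), Cyp27a1 (−0.13, SE 0.028) and the transporter Abcc3 (−0.045, SE 0.013). The call of Abcc3 ended over 0 and 2 h (adjusted p = 0.754), with Gapdh (0.0946) or the ribosomal protein list (0.148) as the standard, with no filter (0.109) and without any of 4 single libraries (0.0526 to 0.0999). Over 0 and 2 h 1 gene of this list was faster and 1 slower, and Cyp27a1 lay at 0.017 (adjusted p = 0.919). Ranked against all other genes with limma's camera at a preset correlation, these 6 lists passed the test. The adjusted p were 0.00151 (m6A-RIP-qPCR genes), 6.99e-04 (writers, erasers and readers), 0.0281 (short-lived), 0.00124 (interferon-stimulated), 0.0409 (TGF-beta and Smad) and 0.00954 (bile acid, towards faster decay). None of the 25 lists passed with an estimated correlation, the lowest adjusted p being 0.487, and at 0 and 2 h the interferon-stimulated list had 0.823 and the bile acid list 0.420 at the preset correlation. Markers of macrophages, endothelial cells and stellate cells had medians of 0.26, 0.15 and 0.13 log2 per hour over all times (17 of 18, 19 of 20 and 21 of 22 genes above 0), and of −0.030, −0.096 and −0.047 over 0 and 2 h.
Among genes with a mean of at least 10 CPM, the largest positive differences included the Y-linked Ddx3y (1.18, SE 0.27), Eif2s3y (1.07, SE 0.24), Kdm5d (0.95, SE 0.22) and Uty (0.82, SE 0.17). Over 0 and 2 h these 4 genes lie between −0.12 (Kdm5d) and 0.063 (Uty). The others were Dyrk3, a kinase that dissolves stress granules (0.96, SE 0.11), Chac1, which degrades glutathione (0.90, SE 0.13), Ripk4 (0.85, SE 0.074), Sertad1 (0.83, SE 0.087), Itpripl1 (0.81, SE 0.071) and Cdc42ep4 (0.80, SE 0.043), all called at 0 and 2 h too. The largest negative differences were those of Xist (−2.93, SE 0.75), Eno1b (−1.02, SE 0.22), Erdr1 (−0.57, SE 0.072), Igf2 (−0.50, SE 0.045) and the nuclear RNA Neat1 (−0.29, SE 0.048). Csn3 (−0.29, SE 0.045), H19 (−0.27, SE 0.028), the cytochrome P450 Cyp2c29 (−0.26, SE 0.043), Sfi1 (−0.25, SE 0.035) and Derl3 (−0.24, SE 0.040) followed. At total counts none of these 10 genes was called over 0 and 2 h, with adjusted p from 0.128 (Eno1b) to 0.960 (Cyp2c29), while with TMM Eno1b (0.0303) and Igf2 (0.0357) were. The call of Xist ended without Mettl3 cKO 0 h replicate 1 (adjusted p = 0.366).
The median slope over all genes was −0.10 log2 per hour in Control and −0.046 in the libraries labelled Mettl3 cKO. The median difference was 0.041 (SD 0.0055 over the 64 choices of 1 library per group), with 68.0% of genes above 0. Slower decay made up 90.4% of the called genes at total counts and 62.5% with TMM, which assumes that most genes do not differ (2395 slower, 1436 faster, median difference 0.0015). The mitochondrially encoded list as the standard gave 1318 slower genes and a median of −0.025. That standard takes all 13 genes of the list, of which only 7 had enough reads to be tested.

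**Figure D2:**
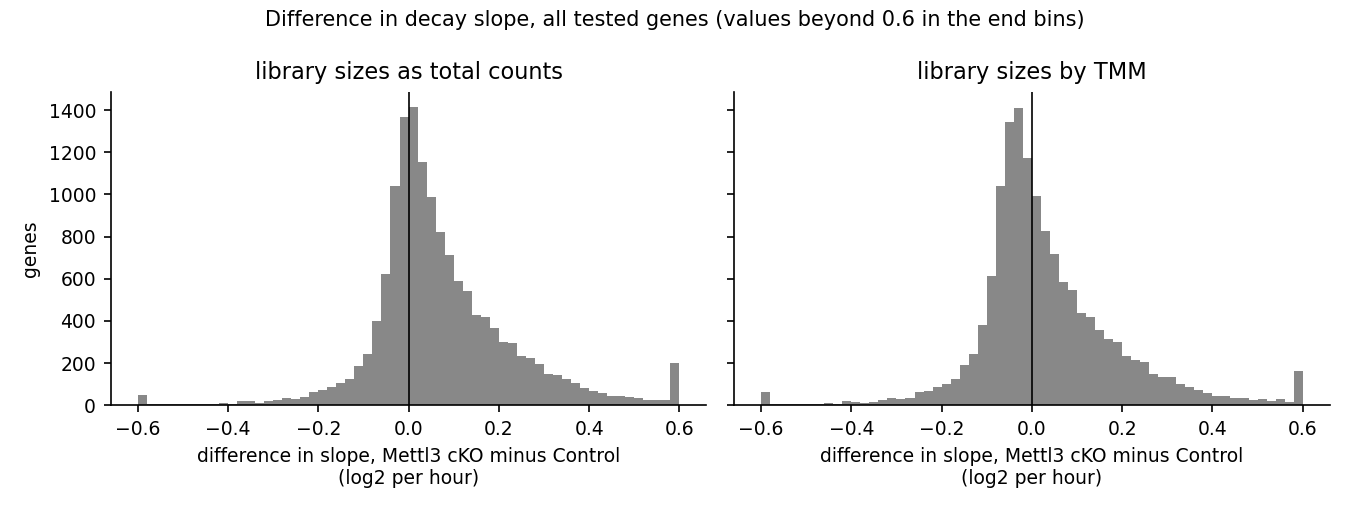
Histograms of the difference in decay slope, Mettl3 cKO minus Control in log2 per hour, over 14488 genes, with library sizes as total counts on the left and by TMM on the right. Values beyond the axis are drawn in the end bins, and the median is 0.041 on the left and 0.0015 on the right.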

Consistent with previous reports^15,19^, knockout of Mettl3 enhanced mRNA stability globally, especially for m^6^A-modified genes (Supplementary Fig. 7g, h). 

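Transcripts of liver development genes decayed more slowly in the libraries labelled Mettl3 cKO for 27 of 57 tested genes, faster for 1 and neither way for 29 (edgeR's quasi-likelihood test, adjusted p under 0.05). Cited2, a transcriptional co-regulator required for liver growth, lies on chromosome 10 of mm10 from 17723218 to 17725674. It fell in Control from 485 ± 23.5 CPM (SD, n = 2) at 0 h to 30.2 ± 2.54 at 2 h and 4.83 ± 0.511 at 6 h. In Mettl3 cKO it fell from 629 ± 7.31 to 260 ± 1.56 and 121 ± 1.14 CPM. A straight line over all times gave a half-life of 0.873 h (95% confidence interval 0.722 to 1.10) in Control. In Mettl3 cKO it gave 2.61 h (1.75 to 5.15). On the log scale the fall per hour was steeper up to 2 h than after it in both genotypes, so 1 half-life does not describe Cited2. The Control half-lives in this paragraph also rest on the 6 h libraries in which Xist was present. For Cited2 the difference in slope was 0.76 log2 per hour (SE 0.13, adjusted p = 9.00e-04). Cebpa, a transcription factor of hepatocyte differentiation, lies on chromosome 7 of mm10 from 35119293 to 35121928. Its half-life was 2.00 h (1.81 to 2.24) in Control and 5.57 h (4.42 to 7.54) in Mettl3 cKO, with a difference in slope of 0.32 (SE 0.032, adjusted p = 1.02e-05). Notch2, the receptor that directs bile duct formation, lies on chromosome 3 of mm10 from 98013527 to 98150361. Its half-lives were 2.24 h (2.09 to 2.41) and 14.7 h (10.4 to 25.0), with a difference of 0.38 (SE 0.019, adjusted p = 6.75e-08). Over 0 and 2 h alone the differences were 1.36, 0.34 and 0.38 log2 per hour for Cited2, Cebpa and Notch2 in turn, and each passed the test.
The small GTPase Arf6 (0.36, SE 0.020) and the transcription factor Cebpg (0.33, SE 0.030) were also slower. Dbp, a clock-controlled transcription factor, had 1.43 CPM in Control and 1.14 in Mettl3 cKO at 0 h, and its difference (0.11, SE 0.15, adjusted p = 0.651) did not pass the test at this depth. Sox9, a marker of bile duct progenitors, did not pass over all times (0.22, SE 0.096, adjusted p = 0.117) and was faster over 0 and 2 h (−0.25, SE 0.081, adjusted p = 0.0345). Sox9 was slower over 2 and 6 h (0.44, adjusted p = 2.70e-05), with time as 3 levels (0.21, adjusted p = 1.05e-04), with no filter (adjusted p = 0.0294) and without Mettl3 cKO 2 h replicate 2 (0.0393). The 1 gene called faster was Ass1, the urea cycle enzyme argininosuccinate synthase (−0.077, SE 0.025, adjusted p = 0.0385). Ass1 was not called with the replicate number as a block within genotype (adjusted p = 0.0774) or as an additive term (0.0553). Its call was lost over 0 and 2 h (adjusted p = 0.340) and without any of these libraries, namely the Control 0 h libraries (0.0915 and 0.0967), Control 6 h replicate 2 (0.0749) and both Mettl3 cKO 6 h libraries (0.137 and 0.146).
Adjusted over the list alone, 32 genes were slower and 3 (Ass1, Hnf4a and Hpn) faster. The list was assembled from general knowledge of liver development, since the release of the Gene Ontology term behind the paper's count is not given in its text. Its median difference in slope was 0.14 log2 per hour, with 47 genes above 0 and 10 below. In camera the list ranked above the other genes with an adjusted p of 6.99e-04, and with an adjusted p = 0.487 with an estimated correlation. With TMM 25 genes were slower and 6 faster, and over 0 and 2 h 26 were slower and 1, Sox9, faster. Genes on opposite strands of 1 locus cannot be told apart, since the kit does not mark strand.

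**Figure D3:**
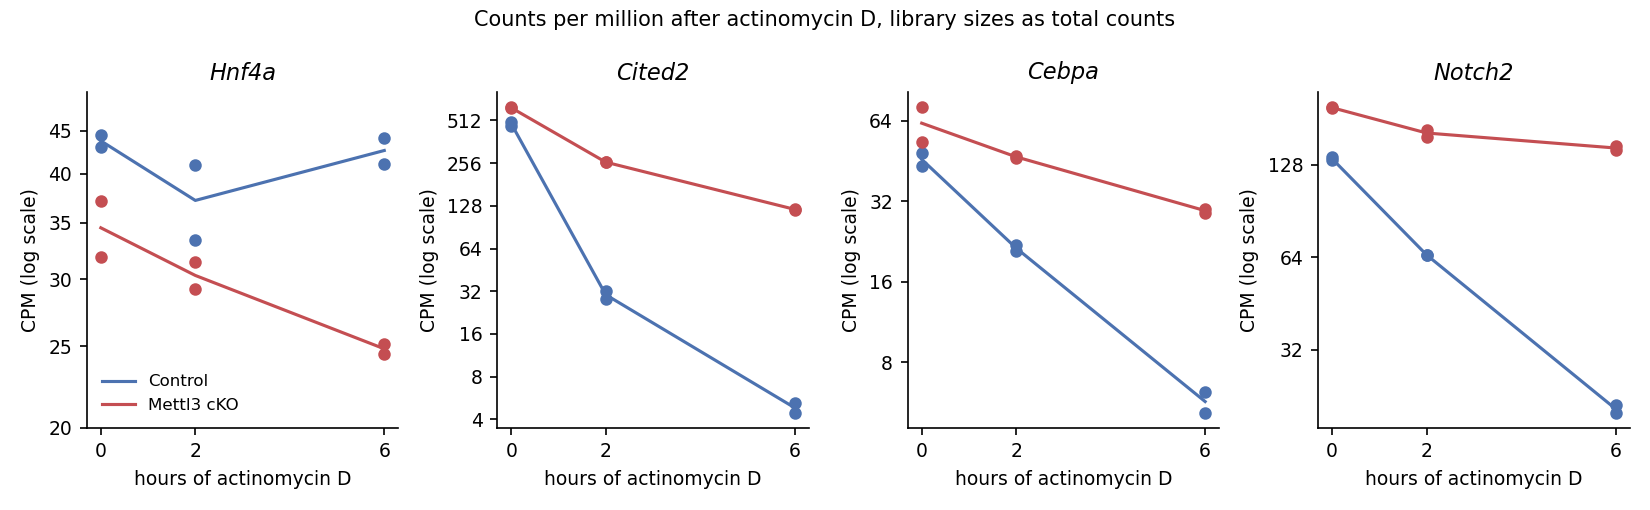
CPM of Hnf4a, Cited2, Cebpa and Notch2 on log axes against hours of actinomycin D, with 1 point per library and lines through the group means of 2 libraries. Cited2, Cebpa and Notch2 fall more steeply in Control, to 4.83, 5.70 and 20.6 CPM at 6 h, while Hnf4a ends at 42.6 CPM in Control and 24.8 CPM in Mettl3 cKO.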

Among genes involved in liver development (defined by Gene Ontology Resource, GO:0001889), only *Hnf4a* and another 10 genes showed decreased mRNA half-life when Mettl3 was knocked out, while most genes (including *Cited2*, *Cebpa*, *Notch2*, *Dbp*, et al.) were more stable or unchanged (Supplementary Fig. 7i and Supplementary Dataset 5). These results demonstrated that Mettl3 deficiency downregulated Hnf4a expression by reducing the half-life of *Hnf4a* mRNA.

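Hnf4a, the nuclear receptor that directs hepatocyte differentiation, lies on chromosome 2 of mm10 from 163506808 to 163572910. In Control it had 43.8 ± 1.01 CPM (SD, n = 2) at 0 h, 37.2 ± 5.41 at 2 h and 42.6 ± 2.14 at 6 h. In the libraries labelled Mettl3 cKO it had 34.5 ± 3.72, 30.3 ± 1.59 and 24.8 ± 0.481 CPM (SD, n = 2 each). With TMM library sizes, Hnf4a was lower in Mettl3 cKO before actinomycin D (log2 difference −0.38, SE 0.095, adjusted p = 0.00136 from edgeR's quasi-likelihood test). By the same test it was lower at 2 h (−0.42, SE 0.098, adjusted p = 6.89e-04) and at 6 h (−1.06, SE 0.098, adjusted p = 4.48e-10). These differences need not match the ratios of the CPM, which are scaled to library totals. The call at 0 h was lost with the ribosomal protein mRNAs as the standard (adjusted p = 0.0640) and that at 2 h without Control 2 h replicate 1 (0.0558).
The slope of Hnf4a was 0.0012 log2 per hour (SE 0.020) in Control, which gives no half-life (lower bound 23.2 h). In Mettl3 cKO it was −0.078 (SE 0.021), a half-life of 12.7 h (95% confidence interval 8.02 to 31.1). The difference in slope was −0.080 (SE 0.029, 95% confidence interval −0.14 to −0.016, adjusted p = 0.0644), which does not pass the threshold of 0.05. It passed with TMM (−0.12, adjusted p = 0.0106), with time as 3 levels (−0.073, adjusted p = 0.0118) and without Control 2 h replicate 2 (−0.074, adjusted p = 0.0257). It did not pass with the replicate number as a block within genotype (adjusted p = 0.107) or as an additive term (0.0821). With Gapdh as the standard it did not pass either. Over 0 and 2 h its sign turned (0.022, SE 0.067, adjusted p = 0.897). Relative to Gapdh, the control gene of the paper's RT-qPCR, 0.660 ± 0.0956 of Hnf4a (SD, n = 2) remained at 2 h and 0.645 ± 0.00149 at 6 h in Control. In Mettl3 cKO 0.774 ± 0.0459 and 0.494 ± 0.0117 remained. Gapdh itself had slopes of 0.093 and 0.090 log2 per hour in Control and Mettl3 cKO (difference −0.0024, SE 0.018, adjusted p = 0.948), and a difference of −0.091 over 0 and 2 h (adjusted p = 0.0479). The Control value at 6 h rests on the libraries in which Xist was present and Ddx3y had at most 1 read. From its RT-qPCR time courses and from this sequencing, the paper concludes that Mettl3 deficiency lowers Hnf4a expression by shortening the half-life of its mRNA.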

m^6^A modification controls RNA fate mainly through “reader” proteins recognizing and binding to m^6^A-containing transcripts. Among identified m^6^A “readers”, insulin-like growth factor 2 mRNA-binding proteins (IGF2BPs, including IGF2BP1/2/3) are known to promote the stability of their target mRNAs^17^. To further delineate the mechanism of m^6^A controlling Hnf4a expression, we checked previous publications and found that deletion of IGF2BP1 leads to destabilization of *HNF4A* mRNA in HepG2 cells while interfering with the other two members did not affect *HNF4A* mRNA degradation (Supplementary Fig. 7j)^17^, indicating that IGF2BP1 may directly recognize m^6^A on *HNF4A* mRNA and maintain its levels in the liver context. Thus, we tested Igf2bp1 binding on *Hnf4a* mRNA with RIP experiments. The results showed that Igf2bp1 could efficiently bind to *Hnf4a* transcripts in mouse livers of both 2 weeks and 4 weeks, and the enrichment significantly decreased after *Mettl3* knockout (Fig. 6h). Accordingly, knocking down IGF2BP1 with small Hairpin RNA (shRNA) in HepG2 cells also decreased *HNF4A* mRNA half-life, similar to Mettl3 disruption (Fig. 6i and Supplementary Fig. 7k, l). These data demonstrated that Mettl3-mediated m^6^A controls the expression of Hnf4a by regulating its mRNA stability in an IGF2BP1-dependent manner.

### Hepatic Hnf4a overexpression alleviated liver injury caused by Mettl3 knockout

To further strengthen our conclusion that Hnf4a is the primary mediator of Mettl3 function in liver development, we conducted rescue experiments using AAV serotype 8 (AAV8) to express Hnf4a under the control of a liver-specific promoter (thyroxine-binding globulin, TBG) (AAV8-TBG-Hnf4a) on *Mettl3* cKO mice (Fig. 6j). Injection of AAV8-TBG-Hnf4a by superficial temporal vein on day two after birth successfully overexpressed Hnf4a in the liver (Supplementary Fig. 7m) and alleviated liver damage caused by hepatic *Mettl3* knockout compared to AAV8-Ctrl at two weeks, evidenced by an increased number of Ki67^+^ proliferating hepatocytes and reduced hepatic steatosis (Fig. 6k-m). However, we did not see long-term benefits on mortality. This may attribute to the rapid dilution of AAV caused by the vigorous hepatocyte division within four weeks after birth^29^. Then we overexpressed Hnf4a by AAV-TBG-Hnf4a through tail vein injection at four-week-old *Mettl3* cKO mice and found that Hnf4a overexpression significantly prolonged the life span of *Mettl3* cKO mice (Fig. 6n). These results further demonstrated that Hnf4a is the primary factor mediating the function of Mettl3 in liver development.

### Mettl3 is dispensable for homeostasis of adult liver

Given the lethality of *Mettl3* cKO mice within 7 weeks, we generated conditional inducible *Mettl3* knockout mice (*Mettl3* icKO) by crossing *Mettl3*^*flox/flox*^ mice with *Alb-Cre*^*ERT2*^ mice. Mettl3 could be deleted in adult mice by intraperitoneal (IP) injection of tamoxifen^30^. Genomic PCR, RT-qPCR, and western blot confirmed efficient and specific depletion of *Mettl3* 1 week after tamoxifen administration (Fig. 7a-e and Supplementary Fig. 8a). LC-MS/MS results also showed a significant decrease in bulk m^6^A modification of *Mettl3* icKO mouse liver mRNAs (Fig. 7f). However, we did not observe any visible abnormalities in these *Mettl3* icKO mice (Fig. 7g and Supplementary Fig. 8b, c). Serological and histologic examinations showed minimal liver damage (Fig. 7h, i, and Supplementary Fig. 8d). Both mRNAs of *Hnf4a* and downstream targets of Hnf4a showed no differences between Control and *Mettl3* icKO livers (Supplementary Fig. 8e-k). These results indicate that although Mettl3 is essential for the early postnatal development of the liver, it is not crucial for the homeostasis of adult liver (Supplementary Fig. 9).

**Fig. 7:**
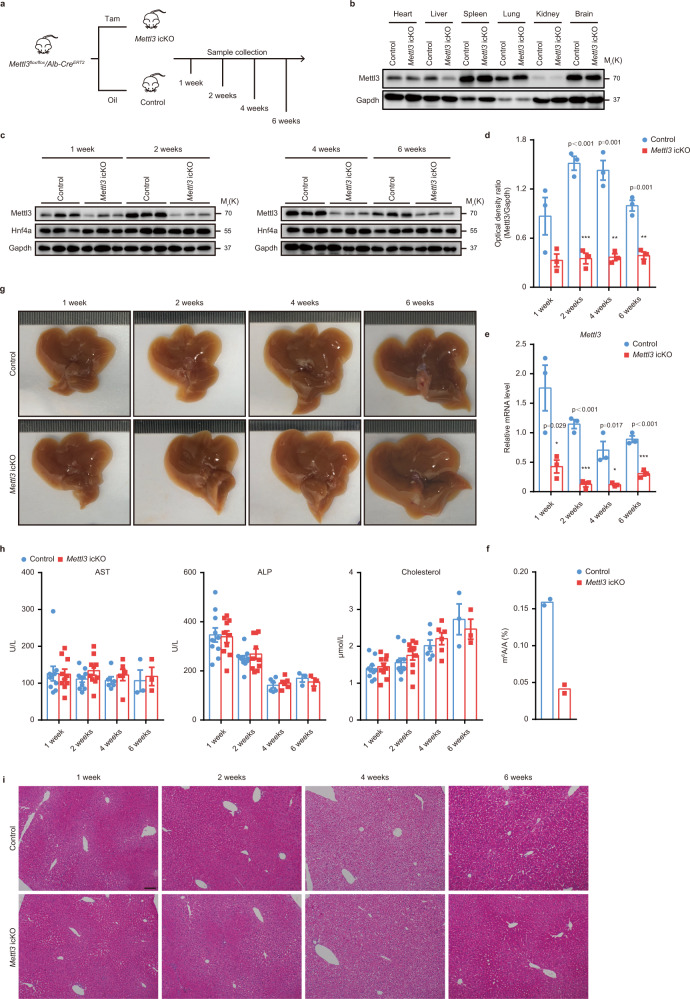
Mettl3 is dispensable for homeostasis of adult liver. **a** Schematic diagram of tamoxifen-induced liver-specific *Mettl3* knockout (*Mettl3* icKO) mouse generation. 4 weeks old *Mettl3*^*flox/flox*^*/Alb-Cre*^*ERT2*^ mice were treated with tamoxifen (Tam) or olive oil (Oil) for 5 consecutive days and then labeled with 0 week. **b** Western blot for Mettl3 in indicated tissues from Control and *Mettl3* icKO mice at 1 week after tamoxifen treatment (3 experiments were repeated independently with similar results). **c** Western blot for Mettl3 and Hnf4a in Control and *Mettl3* icKO mouse liver tissues at different time points after tamoxifen treatment (3 experiments were repeated independently with similar results). **d** Densitometry analysis of western blot for Mettl3 from Control and *Mettl3* icKO mouse liver tissues at different time points after tamoxifen treatment (*n* = 3 for each group). **e** RT-qPCR for *Mettl3* expression in liver tissues at different time points after tamoxifen treatment (*n* = 3 for each group over 3 independent experiments). **f** LC–MS/MS analysis of m^6^A/A ration in Control and *Mettl3* icKO mouse livers 2 weeks after tamoxifen treatment (*n* = 2 for each group). **g** Representative gross appearance of livers from Control and *Mettl3* icKO mice at 1 week, 2 weeks, 4 weeks, and 6 weeks after tamoxifen treatment (3 experiments were repeated independently with similar results). **h** Serum levels of AST, ALP, and Cholesterol of Control and *Mettl3* icKO mice at different time points after tamoxifen treatment (*n* = 3 for 6 weeks group; *n* = 6 for 4 weeks group; *n* = 10 for other groups). **i** Representative H&E staining photographs of Control and *Mettl3* icKO mouse liver sections at indicated time points (3 experiments were repeated independently with similar results). Scar bar = 100 μm. Data in **d**–**f** and **h** were shown as mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001; two-tailed student’s *t*-test). Source data are provided as a Source Data file.

## Discussion

Previous reports had profiled transcriptome-wide m^6^A in porcine liver at three postnatal stages^31^ and supplied a roadmap of m^6^A modification across human and mouse livers^32^, indicating dynamic changes of m^6^A modification during liver development. This study demonstrated a vital role of Mettl3-mediated m^6^A modification in mouse postnatal liver development. Using *Mettl3*^*flox/flox*^*/Alb-Cre* mice, we found that *Mettl3* cKO mice got steatosis at about 2 weeks after birth, liver fibrosis at 4–5 weeks, and finally died before 7 weeks due to severe liver injury.

The liver experiences abrupt functional changes from intra- to the extra-uterine environment, corresponding to a functional shift from haematopoiesis to metabolism and immunity^33^. In general, fetal liver haematopoiesis is characterized by initiation (E11.5), peak (E14.5), recession (E15.5), and disappearance (3 days after birth), while the neonatal liver rapidly evolves into a vital organ for immunosurveillance and metabolism. Histological analysis showed that haematopoietic cells disappeared rapidly, and parenchymal cells occupied in hepatic constituent in the first week after birth, consistent with previous reports^34^. Mettl3 was barely expressed in neonatal mouse livers, while highly expressed at both fetal livers^35^ and 1 week after birth at protein levels (even though the mRNA level only slightly changed during this process). The mechanism of how Mettl3 is tightly regulated during this perinatal period remains elusive and is worth considering. Given the functional transition of livers perinatally, the dynamic regulation and function of Mettl3 in this period might be involved in both haematopoietic and hepatic aspects. A series of studies have investigated the role of Mettl3-mediated m^6^A in haematopoietic system^36,37^, including early haematopoietic stem cell (HSC) development in the fetal liver^35^, revealing an essential role for m^6^A in both specification and homeostasis of haematopoietic system. However, the function of Mettl3 and m^6^A in hepatic lineage specification in prenatal development is currently not clear and worthy to be studied further.

Interestingly, the expression of Mettl3 and Mettl14 decreased synchronously in the liver after 4 weeks old, raising the possibility of a less critical role of m^6^A modification in adulthood and elder age. Indeed, we found that Mettl3 was not essential for liver homeostasis in adults. Previous studies also showed higher expression levels of the methyltransferase complex in early stages of differentiation or progenitors, such as in neurogenesis^38,39^ and haematopoiesis^40^. The level of global m^6^A modification and methyltransferase expression is reduced in premature mesenchymal stem cells^41^, replicative senescent cells^42^, and peripheral blood mononuclear cells from old cohorts^43^. Aging is always accompanied by a progressive decline in regenerative capacity, especially in the liver^44^, and thus it will be intriguing to delineate whether the age-related decline of regeneration capacity is elicited by decreased m^6^A dynamics in older individuals. Although overexpressing RNA methyltransferases attenuates the senescence phenotype^41–43^, increased methyltransferase expression is related to aggravated liver metabolic disorders^45^ and carcinogenesis progression^46^, including hepatocellular carcinoma^47^, indicating that fine-tuning regulation of m^6^A machinery is essential for physiological homeostasis.

As the largest digestive and metabolic organ in adults, the liver is responsible for transforming protein, glycogen, cholesterol, fatty acid, and many other complex molecules into elementary molecules. The proper development and function of the liver were maintained by a series of liver-enriched transcription factors and comprehensive regulatory networks among them^2,48^. Here we found that plenty of liver-enriched transcription factor transcripts were modified by Mettl3-mediated m^6^A modification, including *Hnf1a*, *Hnf1β*, *Hnf4a*, *Ppara*, *Cebpa*, *Onecut1*, *Onecut2*, *Cited2*, *et al*. *Hnf4a* seemed to be the most critical downstream mediator of Mettl3 in postnatal liver development. Furthermore, we observed a decreased Hnf4a at different time points on both mRNA and protein levels in *Mettl3* cKO mouse livers compared with Control livers and significant dysregulation of its downstream targets.

Hnf4a is a master transcription factor required for mouse livers in both foetuses and adults^26^. It directly binds to almost half of the actively transcribed genes in adult livers and serves as a high-level transcription factor in hepatic transcriptional hierarchies^49,50^. Most of the abnormalities we found in *Mettl3* cKO mice (including lipid deposition in the liver, increased bile acids in serum, liver injury, and lethality in young adults) phenocopied that of hepatic *Hnf4a* knockout mice^26^. However, *Mettl3* cKO mice showed more severe liver injury than hepatic *Hnf4a* knockout mice. This might be explained by the fact that multiple targets were regulated by Mettl3-mediated m^6^A modification, and auto-regulatory and cross-regulatory circuits among them may further accelerate the collapse of liver development and function^49,51,52^. Among others, accumulating evidence showed profound crosstalk between m^6^A and histone/DNA epigenetic modifications^53^, which added another layer of complexity to explain the role of Mettl3 in liver development and function. Recent studies showed that m^6^A directly regulates heterochromatin organization^54,55^. Coordinated remodeling of heterochromatin is essential for liver development^56^, and disturbed heterochromatin landscape contributes to impaired hepatic function and tumorigenesis^57^. Therefore, it will be interesting to see whether an abnormal chromatin state accounts for *Mettl3* cKO-induced liver injury. Besides, Mettl3 knockout may also lead to liver development defects by controlling other aspects of RNA metabolism, such as mRNA transportation, translation, and splicing of other regulators involved in liver development and biogenesis of miRNAs critical for hepatogenesis.

In summary, our study demonstrated a novel regulatory function of epitranscriptomics by Mettl3-mediated m^6^A modification on liver postnatal development and homeostasis, expanding our understanding of the regulatory network in mammalian liver development and function.

## Methods

### Ethics statement

Animals in this study were used in accordance with the Guide for Care and Use of Laboratory Animals of the National Institute of Health, and protocols were approved by the Institutional Animal Care and Use Committee of The Third Affiliated Hospital of Sun Yat-sen University. For human specimens used in this study, informed consent was obtained from all individuals and recorded in the electronic database. Research Board protocols were conducted under the guidelines set out by the Medical Ethical Committees of the Third Affiliated Hospital of Sun Yat-sen University.

### Animal experiments

*Mettl3*^*flox/flox*^ mice were kindly gifted from Professor Qi Zhou^58^. *Alb*-*Cre* mice were purchased from the GemPharmatech Co. Ltd (Nanjing, China). *Alb-Cre*^*ERT2*^ mice were purchased from Beijing Biocytogen Co., Ltd. (Beijing, China). All the mice were C57BL/6 J background and housed in a specific pathogen-free facility under 12 h light/dark cycle, a temperature of 24 ± 2 °C, humidity between 30 and 70%, with access to food and water ad libitum. *Mettl3*^*flox/flox*^*/Alb-Cre* mice (*Mettl3* cKO mice) were generated by crossing *Mettl3*^*flox/flox*^ mice with heterozygous *Alb*-*Cre* mice. *Mettl3*^*flox/flox*^*/Alb-Cre*^*ERT2*^ mice were generated by crossing *Mettl3*^*flox/flox*^ mice with *Alb*-*Cre*^*ERT2*^ mice. For liver-specific inducible knockout of *Mettl3* (*Mettl3* icKO) in adults, 4-5 weeks old *Mettl3*^*flox/flox*^*/Alb-Cre*^*ERT2*^ mice were treated with tamoxifen (Sigma-Aldrich, T5648) at 1 mg/mouse for 5 consecutive days by intraperitoneal injection, and control mice were treated with the same volume of olive oil (MACKLIN, O815211). Tamoxifen was dissolved in olive oil at a concentration of 10 mg/mL by shaking overnight at 37 °C. Control and *Mettl3* cKO or *Mettl3* icKO mice were littermates and cage mates. All the *Alb-Cre* or *Alb-Cre*^*ERT2*^ mice in this paper were heterozygous for Cre.

### Genomic PCR for mouse genotyping

Mice were genotyped with tail and tissue DNA. Tail and tissue lysates were prepared using a Mouse Direct PCR kit (ApexBio Technology, k1025). Two pairs of primers were used to identify floxed alleles: *Mettl3*-F1 and *Mettl3*-R1, or *Mettl3*-F2 and *Mettl3*-R2 (shown in Supplementary Fig. 1c). *Mettl3*-F1 and *Mettl3*-R1 primer (shown in Supplementary Fig. 1c) were used to distinguish WT (182 bp) or floxed allele (222 bp) with mouse tails. *Mettl3*-F2 and *Mettl3*-R2 primer (shown in Supplementary Fig. 1c) were used to distinguish WT (295 bp) or floxed allele (335 bp) with mouse tails. *Alb*-*Cre*-F and *Alb*-*Cre*-R primer were used to detect the *Alb-Cre* allele with mouse tails (340 bp for *Alb-Cre*^*+/−*^ and none for *Alb-Cre*^*−/−*^). *Alb*-*CreERT*-F and *Alb*-*CreERT*-R primer were used to detect the *Alb-Cre*^*ERT*^ allele with mouse tails (788 bp for *Alb-Cre*^*ERT2+/−*^ and none for *Alb-Cre*^*ERT2 −/−*^). For floxdel detection in different tissues, *Mettl3*-F1 and *Mettl3*-R2 primers were used. A 318 bp band of floxdel could be only observed in tissues with successful deletion of *Mettl3*, accompanied by a much thinner WT band at about 2500 bp. Uncropped gels were provided in the Source Data file. Detailed primer sequences were listed in Supplementary Table 1.

### AAV virus preparation and in vivo transduction

Serotype 8 AAV (AAV8) was used in this study. Hnf4a coding sequencing was cloned into an AAV8 vector under the control of TBG promoter to achieve liver-specific overexpression of Hnf4a protein. The virus was packaged by Packgene Biotech Co., Ltd (Guangzhou, China) with a final titer larger than 2.0 × 10^13^ viral genomes/mL. For AAV transduction in vivo, we used two strategies for rescue experiments. In the first strategy, each *Mettl3* cKO mouse received 1.0 × 10^11^ viral genomes of AAV8-Ctrl or AAV8-Hnf4a through the superficial temporal vein on day 2 after birth. Mice were sacrificed at 2 weeks old for further analysis. In another strategy, 1.0 × 10^11^ viral genomes/mouse of AAV8-Ctrl or AAV8-Hnf4a was injected into *Mettl3* cKO mice through the tail vein at 4 weeks old for further survival rate analysis.

### Serum analysis

Serum levels of liver function indicators (alkaline phosphatase (ALP), alanine aminotransferase (ALT), aspartate aminotransferase (AST), albumin, cholesterol, triglyceride, total bile acid, total bilirubin, and direct bilirubin) were detected using Hitachi 7020 automatic biochemical analyser (Hitachi, Tokyo, Japan).

### Human specimens

Human liver tissues were obtained from donation after cardiac death (DCD) during liver transplantation in the Third Affiliated Hospital of Sun Yat-sen University. The study has been approved by the Medical Ethical Committees of the Third Affiliated Hospital of Sun Yat-sen University. The study design and conduct complied with all relevant regulations regarding the use of human study participants and was conducted following the criteria set by the Declaration of Helsinki.

### Cell culture

HEK293T and HepG2 cells were obtained from American Type Culture Collection (ATCC) and maintained in DMEM-high glucose medium (Thermo Scientific, C11995500BT) supplemented with 10% fetal bovine serum (FBS) (PAN, P30-3302). Cells were incubated at 37 °C in a humidified atmosphere of 5% CO_2_.

### Primary hepatocyte isolation

Primary hepatocytes were isolated according to traditional two-step collagenase perfusion methods^59^. Briefly, mice were perfused through portal vein cannulation by EGTA buffer (8000 mg/L NaCl, 400 mg/L KCl, 76.67 mg/L NaH_2_PO_4_, 120.45 mg/L Na_2_HPO_4_, 2380 mg/L HEPES, 350 mg/L NaHCO_3_, 190 mg/L EGTA, and 900 mg/L Glucose, PH = 7.35-7.4) at 8 mL/min for 2 min, followed by enzyme buffer (8000 mg/L NaCl, 400 mg/L KCl, 76.67 mg/L NaH_2_PO_4_, 120.45 mg/L Na_2_HPO_4_, 2380 mg/L HEPES, 350 mg/L NaHCO_3_, and 481.8 mg/L CaCl_2_, PH = 7.35-7.4) containing 100 U/mL collagenase IV (Sigma-Aldrich, C5138) at 8 mL/min for 8 min. The cell suspensions were filtered through a 70 μm cell strainer (Sorfa, 251200). Cell pellets were collected by centrifugation at 50 g for 1 min at 4 °C after three washes. Then cells were resuspended in Williams’ Medium E (GIBCO, 12551032) supplemented with 10% FBS and 1% penicillin/streptomycin (KeyGEN Biotech, KGY0023) and seeded in Type I Collagen (Invitrogen, A048301) pre-coated culture plates and cultured at 37 °C in 5% CO_2_ incubator. The culture medium was changed at 2 hours of incubation. Cells were changed to serum-free medium 6 hours later and cultured overnight before use.

### Plasmid construction and virus transduction

shRNA targeting human *METTL3* (sh*METTL3*), human *IGF2BP1* (sh*IGF2BP1*), and luciferase (sh*Luc*) were cloned into pLKO.1 lentiviral vector (Addgene, 10878). All constructs were confirmed by Sanger sequencing. Lentivirus transfections were conducted using polyethylenimine (PEI, Polysciences, 23966) according to the manufacturer’s protocol. Briefly, HEK293T cell was seeded into 6 cm dish, and transfection experiments were performed at 80% confluence. For each well, 335 μl of pre-warmed Opti-MEM (Invitrogen) was mixed with 8 μg of plasmids (target plasmid: psPAX2: pMD2.G = 4:2:1), 36 μl of PEI (1 μg/ml), then incubated for 14 min at room temperature and added to the dish. The culture medium was changed 10 hours later. 48 h after transfection, the supernatants were collected and filtered through a 0.45 μm filter. HepG2 cells were infected with lentivirus-containing supernatants generated in HEK293T supplemented with 1 μg/ml polybrene (Sigma, H9268) for 8 h. Cells were then selected with 1.5 μg/ml puromycin (Thermo Scientific, A1113803) for two consecutive days. TRC lentiviral vectors encoding shRNAs against human *METTL3* and human *IGF2BP1* were listed in Supplementary Table 1.

### Western Blot

Tissue samples were lysed with RIPA buffer (50 mM Tris-HCl (PH 7.4), 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 1% sodium deoxycholate, and 2 mM EDTA (PH 8.0)) containing protease inhibitor (Roche, 04693132001) and phosphatase inhibitor (Roche, 04906837001). For cells, samples were counted, washed twice with ice-cold PBS, and lysed the same as tissues. Then the lysates were separated with SDS-PAGE gels and transferred to nitrocellulose membranes. Membranes were blocked with TBS containing 5% (v/w) non-fat milk and 0.1% Tween-20 (Sigma-Aldrich, P1379) and incubated with primary and secondary antibodies sequentially. Protein bands were detected using Immobilon ECL Ultra Western HRP Substrate (Millipore, WBULS500) according to the manufacturer’s instructions. Gapdh or β-actin was used as the loading control. Uncropped blots were supplied in the Source Data file. Antibodies used for western blot were listed in Supplementary Table 2.

### RNA extraction and RT-qPCR

Total RNAs were extracted from tissues or cells using TRIzol (Ambion) according to the manufacturer’s instructions and quantified by UV spectrophotometry. Reverse transcription was conducted using PrimeScript™ RT Reagent Kit with gDNA Eraser (Perfect Real Time) (Takara, RR047B). RT-qPCR was then performed in triplicates on Light Cycler 480 II (Roche) using ChamQ Universal SYBR qPCR Master Mix (Vazyme, Q711-03). *Gapdh* was used as the internal control. The primers used for RT-qPCR were listed in Supplementary Table 1.

### H&E, Masson’s trichrome, and Immunohistochemistry staining

Liver samples were fixed in 4% paraformaldehyde and embedded with paraffin. Samples were sliced into 8 μm in thickness and then subjected to hematoxylin and eosin (H&E) staining or Masson’s trichrome staining. For immunohistochemistry, sections were dewaxed, rehydrated, and then incubated in EDTA antigen retrieval buffer (ZSGB-BIO, ZLI-9072) for 5 min at 100 °C. Slices were then incubated with 3% H_2_O_2_ for 10 min, washed three times with PBS containing 0.02% Triton^TM^ X-100 (Sigma-Aldrich, T8787), followed by incubation with primary antibodies overnight at 4 °C. Horseradish peroxidase-conjugated antibody was used as the secondary antibody and incubated at 37 °C for 1 h. The color was developed by incubation with Dako Real^TM^ kit (Dako, K5007). Sections were counterstained with hematoxylin (Baso, BA4041) and checked under the microscope (Nikon). Primary antibodies used in the immunohistochemistry staining were listed in Supplementary Table 2. Quantification for Masson’s trichrome staining positive area and αSMA immunohistochemistry staining positive area was conducted with 5-8 random fields (10*) each mouse using ImageJ software (version 1.8.0).

### TUNEL assay

Liver tissues were fixed, embedded with OCT compound (Servicebio, G6059), and sliced into 8 μm in thickness, then permeated with PBS containing 0.25% Triton^TM^ X-100 (Sigma-Aldrich, T8787) and stained with In Situ Cell Death Detection Kit (Roche, 11684795910) following the manufacturer’s instructions. Hoechst 33342 (Beyotime, C1022) was used to counterstain nuclei. Sections were visualized under the confocal microscope (ZEISS, LSM 880), and images were analyzed by ZEN 2012 software. Quantification for TUNEL^+^ cells/Hoechst 33342^+^ cells ratio and average nuclear diameter was conducted using ImageJ software (version 1.8.0).

### PI staining

PI staining was performed on primary hepatocytes. The culture medium was removed, and cells were washed twice with pre-warmed PBS. Then cells were stained with propidium iodide solution (BD, 556547) for 15 min at 37 °C. Hoechst 33342 (Beyotime, C1022) was used to counterstain nuclei. Cells were detected under the microscope (Zeiss, Axio Observer Z1), and images were analyzed by ZEN 2012 software.

### Oil Red O staining

Liver tissues were fixed, embedded with OCT compound, and sliced into 8 μm in thickness. Oil Red O (Sigma-Aldrich, O0625) powder was dissolved in isopropanol at 0.7 g/100 mL concentration and then diluted with water at the volume ratio of 3:2 to get the Oil Red O solution. Pre-warmed tissue sections were washed twice with PBS and stained with Oil Red O solution for 20 min, then washed with 60% isopropanol for 10 s three times, followed by counterstaining with hematoxylin (Baso, BA4041), and then viewed under the microscope (Nikon). Oil Red O staining positive area was quantified with 5-8 random fields (10*) for each mouse using ImageJ software (version 1.8.0).

### BODIPY staining

BODIPY staining was performed on frozen liver sections and primary hepatocytes. For frozen liver tissue sections, liver tissues were fixed, embedded with OCT compound, sliced into 8 μm in thickness, and then stained with BODIPY (Invitrogen, D3922) at 7.6 μM for 30 min. Hoechst 33342 (Beyotime, C1022) was used to counterstain nuclei. Sections were mounted and scanned under the confocal microscope (ZEISS, LSM 880), and images were analyzed by ZEN 2012 software. For primary hepatocytes, the culture medium was removed, and the cells were washed twice with pre-warmed PBS. Then the cells were stained the same as liver tissues and checked under the microscope (Zeiss, Axio Observer Z1).

### mRNA stability assay

mRNA stability assay was performed on primary hepatocytes and HepG2 cell line. Primary hepatocytes were isolated from Control and hepatic *Mettl3* cKO mice. Cells were cultured overnight and then treated with 5 μM actinomycin D (Sigma-Aldrich, A1410) for 0 h, 1 h, 2 h, 4 h, and 6 h. HepG2 cells were cultured and treated with 5 μM actinomycin D for 0 h, 40 min, 2 h, and 4 h. For RT-qPCR analysis, total RNAs were isolated and subjected to reverse transcription, and the mRNA levels of genes of interest were detected by RT-qPCR. For RNA stability RNA-sequencing, total RNAs were sent for RNA-sequencing.

### RNA-sequencing and m^6^A-RIP sequencing

RNA-sequencing and m^6^A-RIP sequencing for liver tissues were conducted by Guangzhou Epibiotek Co., Ltd. Briefly, for liver tissue RNA-sequencing, total RNA was isolated from Control and *Mettl3* cKO mouse livers at day 1, 1 week, 2 weeks, 4 weeks, and 8 weeks postnatally (2 individuals for each time point). Sequence reads were aligned to the mouse genome version mm10 with HISAT2.1.0^60^, and differentially expressed genes (DEGs) were calculated by DESeq2^61^ under the following criteria: |log2FC | > 1 and P value < 0.05. Gene set enrichment analysis (GSEA) was conducted using the GSEA software (https://www.broadinstitute.org/gsea/)^62^. For mouse primary hepatocyte RNA stability RNA-sequencing, total RNA was isolated from Control and *Mettl3* cKO primary hepatocyte at 0 h, 2 h, and 6 h treatment with 5 μM actinomycin D and sequenced by BerryGenomics Company (http://www.berrygenomics.com/, Beijing, China). Reads were mapped to the mouse mm10 genome with STAR v2.5.3a^63^, and the uniquely mapped reads with q score no less than 250 were kept. Gene counting was performed by featureCounts v2.0.1 with exon features documented in the Gencode mouse annotation gtf file^64^. 

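Before actinomycin D, the hepatocyte libraries labelled Mettl3 cKO held less mRNA for enzymes that dispose of nitrogen. Of 22 genes of the urea cycle and amino acid breakdown, 16 were lower at 0 h, 1 was higher and 5 were neither (16 lower and 1 higher adjusted over the list alone). Lower were Otc, which makes citrulline in the urea cycle (log2 difference −2.20, SE 0.11), Ass1 (−1.29, SE 0.058), Cps1, the first enzyme of the cycle (−1.17, SE 0.065), and the histidine-degrading Uroc1 (−3.43, SE 0.14). Nags, which makes the activator of Cps1, was higher (1.31, SE 0.090). Of 24 p53 targets and apoptosis genes 16 were higher and 2 lower (the same counts adjusted over the list alone). Phlda3 (2.03, SE 0.075), Eda2r (1.57, SE 0.095), the death receptor Fas (2.06, SE 0.18) and Zmat3 (0.95, SE 0.072) were higher. Trp53, the gene of p53 itself (−0.36, SE 0.077), and the kinase Plk2 (−0.21, SE 0.069) were lower. The call of Plk2 ended without Control 0 h replicate 2 (adjusted p = 0.105) or Mettl3 cKO 0 h replicate 2 (0.0926). With the ribosomal protein mRNAs as the standard, the calls of Trp53 (adjusted p = 0.0692) and Plk2 (0.481) ended too.
Macrophage markers were higher for 16 of 18 genes and lower for none (16 and 0 adjusted over the list alone), with a median log2 difference of 1.09. Marco (1.13, SE 0.078), Cd5l (1.25, SE 0.087), Cd68 (1.50, SE 0.11) and Ctss (1.06, SE 0.084) were among them. In these same libraries, 18 of 34 interferon-stimulated genes were higher and 6 lower (18 and 6 adjusted over the list alone). Isg15 (2.24, SE 0.084), Oasl1 (1.86, SE 0.079) and Ifit1 (1.70, SE 0.11) were higher and the GTPase Gbp3 (−0.67, SE 0.073) lower. For the integrated stress and unfolded protein response 14 of 22 genes were higher and 7 lower (14 and 7 adjusted over the list alone). The chaperones Hspa5 (0.90, SE 0.051), Dnajb9 (1.09, SE 0.053) and Sdf2l1 (0.83, SE 0.066) were higher, and the hormone Fgf21 (−2.59, SE 0.36) and the serine synthesis enzyme Phgdh (−0.90, SE 0.060) lower.
Lipid synthesis and storage genes were lower for 16 of 29 and higher for 5 (16 and 5 adjusted over the list alone). Scd1, the desaturase that makes oleate (−2.06, SE 0.086), Fads2 (−1.14, SE 0.069), Dgat2, which completes triglyceride synthesis (−0.83, SE 0.074), and the lipid droplet coat Plin2 (−0.69, SE 0.049) were lower. Acacb (1.86, SE 0.16) and the fatty acid transporter Cd36 (1.47, SE 0.12) were higher. Of 19 bile duct and progenitor markers 9 were lower and 3 higher (9 and 5 adjusted over the list alone). The keratins Krt8 (−1.13, SE 0.051), Krt18 (−1.23, SE 0.057) and Krt19 (−2.24, SE 0.13) were among the lower and the epithelial factor Ehf (2.47, SE 0.19) among the higher. Hepatocytes make Krt8 and Krt18 too, so these do not speak for bile duct cells alone. In liver tissue, not cultured hepatocytes, the paper reports higher Krt19 and other progenitor markers in Mettl3 cKO by RT-qPCR. Hnf4a targets were lower for 16 of 34 and higher for 10 (16 and 11 adjusted over the list alone). Cyp2c70, which makes the muricholic acids of mice (−2.57, SE 0.087), was lower and the apolipoproteins Apoa1 (1.22, SE 0.066) and Apoa4 (2.30, SE 0.072) higher. Hepatocyte markers were lower for 11 of 24 and higher for 7 (the same counts adjusted over the list alone). Hpd of tyrosine breakdown (−1.78, SE 0.10) was lower and fibrinogen Fga (0.95, SE 0.075) higher. Of 27 cell cycle genes 11 were lower and 8 higher (12 and 8 adjusted over the list alone), with the G1 cyclin Ccnd1 (−3.08, SE 0.066) lower and Mki67 (0.55, SE 0.079) higher. Of 7 mitochondrially encoded mRNAs 6 were lower and none higher (7 and 0 adjusted over the list alone), such as mt-Nd5 (−1.07, SE 0.087) and mt-Nd4 (−1.11, SE 0.10). Of the 22 m6A writers, erasers and readers 10 were higher and 4 lower (the same counts adjusted over the list alone), with Ythdf2 (1.50, SE 0.061) and Ythdf1 (1.15, SE 0.058) higher.
Camera, at a preset correlation, placed these 12 of the 25 lists apart from the other genes. The adjusted p were 1.43e-12 (urea cycle), 1.53e-04 (p53), 1.04e-07 (macrophage), 2.53e-04 (interferon), 0.0169 (stress) and 0.00181 (lipid). For the rest they were 7.81e-04 (bile duct), 0.0166 (Hnf4a targets), 0.0213 (hepatocyte), 0.0238 (cell cycle), 5.58e-04 (mitochondrial) and 0.0474 (m6A). Only the urea cycle list (adjusted p = 0.00426 with an estimated correlation) and the p53 list (0.0394) passed with an estimated correlation. For the others, in the same order, the adjusted p with an estimated correlation was 0.0705, 0.260, 0.256, 0.173, 0.196, 0.423, 0.487, 0.380, 0.398 and 0.260.
Among single genes of at least 10 CPM on average, the largest increases were in the triglyceride regulator Apoa5 (4.32, SE 0.078), Snx20 (4.19, SE 0.13), the fetal liver protein Afp (3.93, SE 0.060), Sema7a (3.91, SE 0.11) and Apon (3.54, SE 0.19). Col20a1 (3.46, SE 0.18), Igfals (3.24, SE 0.14), Slc9a2 (3.11, SE 0.16), Serpina10 (3.06, SE 0.084) and the GTPase Iigp1 (2.91, SE 0.078) followed. Serpina1e (−4.84, SE 0.13), Cyp2c29 (−4.50, SE 0.13), Akr1c18 (−4.17, SE 0.12) and Cyp2a12 (−4.02, SE 0.12) were among the largest decreases, with Fbln2 (−3.33, SE 0.082), urate oxidase Uox (−3.25, SE 0.11) and osteopontin Spp1 (−3.22, SE 0.088). Sult2a1 had 688 reads over the Control libraries at 0 h and 0 over those labelled Mettl3 cKO, which is at least 274-fold lower at the 3 reads that a count of 0 allows over the group. Sult2a2 had 772 reads against 1, a ratio of 921 (counting interval 165 to 36430), and as close paralogs the 2 genes may share reads. Serpina1e and Akr1c18 have close paralogs too, so their counts are uncertain.
In all, 4264 genes were higher and 3715 lower at 0 h, 4658 and 4166 at 2 h, and 5177 and 4718 at 6 h, of 14488 tested by edgeR at an adjusted p under 0.05 with TMM. With an absolute log2 difference over 1 as well, the fold threshold that the paper states for liver tissue, the counts were 1217 and 612, 1987 and 682, and 3055 and 1005. Library sizes as total counts moved the median log2 difference of all genes from 0.025 to 0.068 at 0 h, from 0.030 to 0.15 at 2 h and from 0.041 to 0.32 at 6 h, where 2873 genes were then lower. The ribosomal protein mRNAs as the standard moved it to 0.13, 0.094 and 0.31, and left 1971 lower genes at 0 h and 2435 at 6 h. At 6 h the Control and Mettl3 cKO libraries also differ in Xist and Y-linked mRNA.

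**Figure D4:**
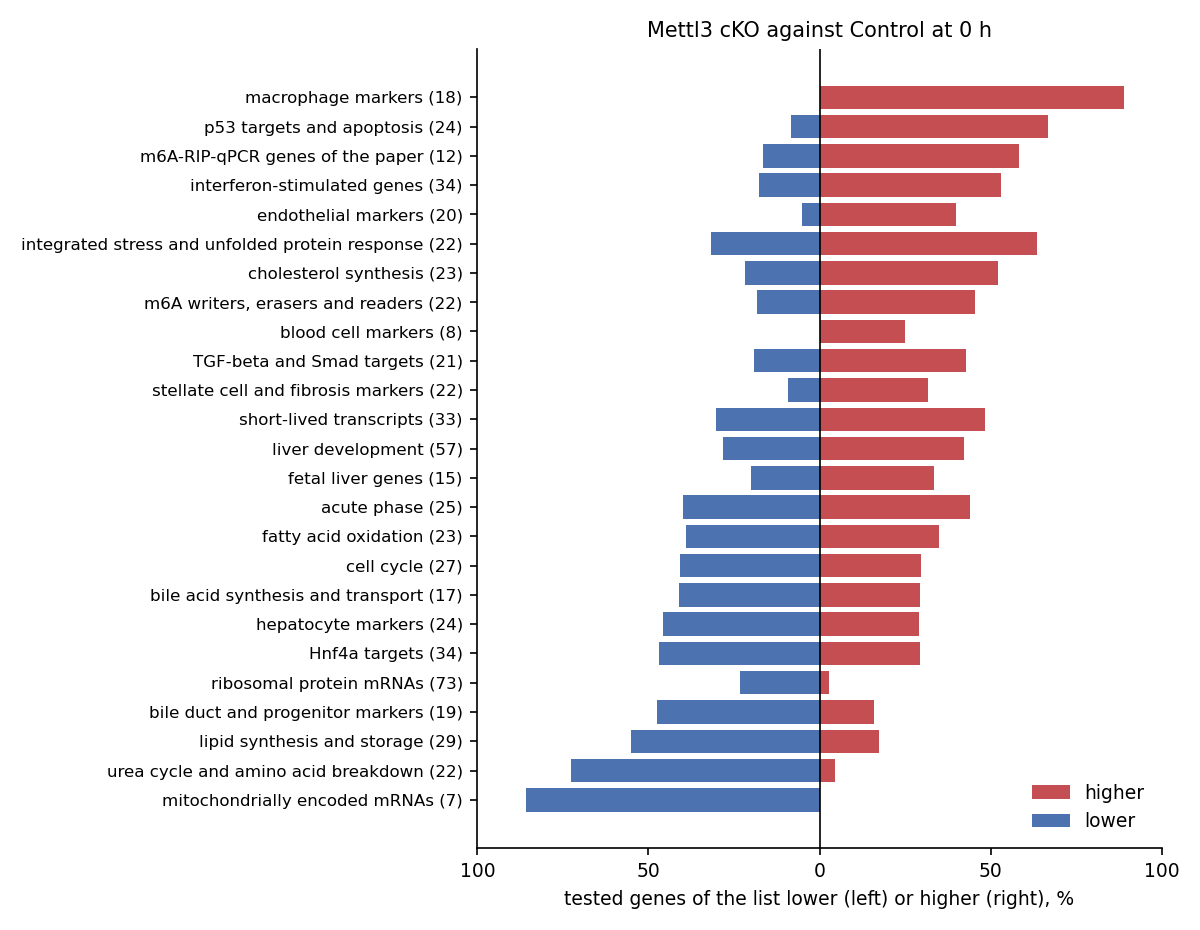
Share of the tested genes of each list that were lower (left) or higher (right) in the libraries labelled Mettl3 cKO at 0 h, in percent, with the number of tested genes in brackets. Macrophage markers are higher for 16 of 18 genes and urea cycle and amino acid genes lower for 16 of 22.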

Differentially expressed genes between WT and KO at different time points were identified by edgeR package^65^. For m^6^A-RIP sequencing, total RNA was isolated from WT mouse livers at day 1, 1 week, 2 weeks, 4 weeks, and 8 weeks postnatally (2 individuals for each time point) using TRIZOL reagent and fragmented. m^6^A-modified RNA was enriched by m^6^A antibody and rRNA was removed. The library was prepared by smart-seq method and sequenced. Sequence reads were aligned to the mouse genome version mm10 with HISAT2.1.0. Differential m^6^A-modified peaks between RIP and input samples were identified using exomePeak^66^. The longest isoform was retained if a gene had more than one isoform. Motif search was conducted with HOMER^67^.

### LC-MS/MS for m^6^A detection and quantification

Bulk mRNA m^6^A modification quantification through LC-MS/MS was conducted by Wuhan Metware Co., Ltd. Briefly, 1 μg purified mRNA was sufficiently digested to nucleosides with S1 nuclease, phosphodiesterase, and alkaline phosphatase in 37 °C, then extracted by chloroform to get prepared solution samples. The samples were analyzed using a UPLC-ESI-MS/MS system (UPLC, ExionLC^TM^ AD, https://sciex.com.cn/; MS, Applied Biosystems 6500 Triple Quadrupole, https://sciex.com.cn/). The effluent was alternatively connected to an ESI-triple quadrupole-linear ion trap (QTRAP)-MS. Linear ion trap (LIT) and triple quadrupole (QQQ) scans were acquired on a triple quadrupole-linear ion trap mass spectrometer (QTRAP) equipped with an ESI Turbo Ion-Spray interface, then operated in a positive ion mode and controlled by Analyst 1.6.3 software (Sciex). RNA modifications were analyzed using scheduled multiple reaction monitoring (MRM). Data acquisitions were performed using Analyst 1.6.3 software (Sciex). RNA modification contents were detected by MetWare (http://www.metware.cn/) based on the AB Sciex QTRAP 6500 LC-MS/MS platform.

### m^6^A-RIP-qPCR

m^6^A-RIP-qRCR was performed according to previous reports^68,69^. Briefly, total RNAs were extracted from 2 weeks or 4 weeks old Control and *Mettl3* cKO mice. Poly(A) mRNAs were separated using an mRNA purification kit (Sigma-Aldrich, GenElute^TM^ mRNA Miniprep Kit MRN10). Two rounds of purification process were conducted in each experiment to sufficiently remove rRNA contamination according to manufacturer’s instruction. 5 μg mRNAs were fragmented into 200-300 nt segments by incubation at 94 °C for 30 s in fragmentation buffer (10 mM ZnCl_2_, 10 mM Tris-HCl (PH 7.0)), then stopped with 50 mM EDTA, and purified by ethanol precipitation. Fragmented mRNAs and 2 μg anti-m^6^A antibody (Synaptic Systems, 202003) or mouse IgG (Beyotime, A7028) were added in 600 μL RIP buffer (150 mM NaCl, 0.1% Igepal CA-630, 10 mM Tris-HCl (PH 7.4)) and incubated at 4 °C for 2 h. Then 15 μL Dynabeads® Protein A beads (Thermo, 100-02D) and 15 μL Dynabeads® Protein G beads (Thermo, 100-04D) were added to the mixture and incubated at 4 °C for another 2 h. Beads were washed with RIP buffer 5 times. RNase inhibitor (Promega, N2611) was added throughout the entire process. Fragmented mRNAs were eluted by 100 μL 0.3 μg/μL Proteinase K (Thermo Scientific, AM2546) at 55 °C for 1 h, and followed by phenol-chloroform extraction and ethanol precipitation purification procedure. The precipitated mRNAs were reverse transcribed, and enrichment was determined by RT-qPCR as mentioned above. RT-qPCR primers for m^6^A positive regions were marked as “positive-m^6^A-RT” (e.g., primers for two separate m^6^A positive regions in *Ppara* were listed as *Ppara*-positive-m^6^A-1-RT and *Ppara*-positive-m^6^A-2-RT), and primers for m^6^A negative regions were marked as “negative-m^6^A-RT” (e.g., the primer for m^6^A negative regions in *Ppara* were listed as *Ppara*-negative-m^6^A-RT). Primers used for m^6^A-RIP-qPCR were listed in Supplementary Table 1.

### RNA immunoprecipitation (RIP)-qPCR

RIP was performed according to previously published protocols with modifications^69,70^. Briefly, 200 mg liver tissues were homogenized with 600 μL homogenizer buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES, pH 7.0, 0.5% Nonidet P-40, 1 mM DTT, and 100 U/mL RNase inhibitor (Promega, N2611), then incubated on ice for 5 min, followed by centrifuging to obtain supernatant. 2 μg Igf2bp1 antibody was added to 15 μL Dynabeads® Protein A beads (Thermo, 100-02D) and 15 μL Dynabeads® Protein G beads (Thermo, 100-04D), then rotated at 4 °C for 2 h. Antibody-beads slurry was then incubated with homogenized supernatant and rotated at 4 °C for another 2 h. Beads were washed 5 times with Washing Buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM MgCl_2_, and 0.05% NP40), then extracted RNA using Trizol for RNA extraction and further analysis for RT-qPCR.

### Dual-luciferase reporter assays

To construct the Mettl3 overexpression vector, the full-length coding sequences of mouse Mettl3 were amplified by PCR with Phanta Max DNA Polymerase (Vazyme, P505) using *Mettl3*-PKD-F and *Mettl3*-PKD-R primer, then cloned into a lentiviral vector PKD-EF1 using ClonExpress II One Step Cloning kit (Vazyme, C112). Mettl3-D395A-W398A catalytic mutant (DPPW/APPA) vector was constructed using the site-directed mutagenesis method (using PCR-based method with Mettl3 overexpression vector as template and *Mettl3*-AWWA-F and *Mettl3*-AWWA-R as primers). PKD-EF1 vector expressing EGFP served as a control in transfection. DNA fragments of *Hnf1a* and *Hnf4a* containing the WT m^6^A motifs and mutant motifs (Supplementary Fig. 6c) were synthesized by Shanghai Generay Biotech Co., LTD., and then subcloned into pMIR-REPORT firefly luciferase reporter vector (Ambion, AM5795) between Mlu I and Sac I sites. All sequences were confirmed by Sanger sequencing. 50 ng Mettl3 vectors (Mettl3 overexpressing vector or control), 40 ng firefly luciferase reporter vectors with WT or mutated fragments, and 10 ng pRL Renilla Luciferase Control Reporter Vector (Promega, E2231) were co-transfected into HEK293T cells in triplicates in 96-well plates. Fluc and Rluc activities were measured 24 h later with the Dual-Luciferase Reporter Assay System (Promega, E1910) according to the manufacturer’s instructions. The relative luciferase activity was calculated through dividing Fluc activity by individual Rluc activity and then normalizing to control of each assay. The sequences of PCR primers were listed in Supplementary Table 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Peer Review File

## Data Availability

Source data are provided with this paper. RNA-sequencing and m^6^A-RIP sequencing raw data and processed expression matrix are uploaded to GEO DataSets under accession code GSE197564. The sequencing reads were mapped to the mouse mm10 genome. All other data analyzed or generated in this study are provided along with the article. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mettl3-mediated mRNA m6A modification controls postnatal liver development by modulating the transcription factor Hnf4a
**Source:** Nat Commun. 2022 Aug 5;13:4555. doi: 10.1038/s41467-022-32169-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Title: Supplementary Dataset 1.

Description: Annotation of m6A peaks

Title: Supplementary Dataset 2.

Description: GO analysis of m6A-modified genes

Title: Supplementary Dataset 3.

Description: Time course liver tissue RNA-sequencing

Title: Supplementary Dataset 4.

Description: mRNA splicing analysis for genes in livers from different age of Control
and cKO mice

Title: Supplementary Dataset 5.

Description: RNA-sequencing of mouse primary hepatocyte treated with actinomycin
D

How the deposited data were processed for this re-analysis (not part of the article)

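RNA sequencing of primary mouse hepatocytes in an actinomycin D time course was analysed, with 12 libraries in 6 groups of 2 replicates (Control and Mettl3 cKO at 0, 2 and 6 h). The authors prepared poly(A) libraries from 1 µg of RNA with a kit that does not mark strand, aligned the reads to mm10 with STAR 2.5.3a, kept uniquely mapped reads with a score of at least 250 and counted exon features of Gencode genes with featureCounts 2.0.1. The counts used here are whole numbers of reads per gene as deposited by the authors, with no normalization. The Gencode release is not given in the sources used here, and coordinates were taken from the mm10 annotation of Gencode. Totals ran from 16952084 to 20914516 per library with a median of 18877363, and 0 entries of the table named no gene. No column was left unmatched to a sample.

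Genes were kept by edgeR's filterByExpr over the 6 groups (minimum count 10, minimum total 15), which left 14488 of 48440. Decay was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test of the genotype by time term over all 12 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Library sizes for decay were total counts, since these match the CPM values that the authors give in Supplementary Dataset 5, of which the first 1999 of 25974 genes were read. The median relative difference from those CPM values was 0.00577% with total counts and 6.93% with TMM. The groups were compared at each time by the same test with TMM. Confidence intervals are at 95%, and intervals and floors from read counts cover counting error only. Of 2 replicates in a group none was a duplicate of the other, with a chi-square per gene of 2.14 to 9.16 over genes with at least 20 reads and Spearman correlations of 0.995 to 0.997.

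Lists of genes were ranked against all other genes with camera in limma 3.58.1 (preset correlation 0.01) and again with an estimated correlation, and tested against no change with fry, with adjustment over the 25 lists. The lists were the m6A-RIP-qPCR genes of the paper, liver development, m6A writers, erasers and readers, short-lived transcripts, Hnf4a targets, hepatocyte markers, lipid synthesis and storage, cholesterol synthesis, fatty acid oxidation, bile acid synthesis and transport, and urea cycle and amino acid breakdown. The others were p53 targets and apoptosis, interferon-stimulated genes, integrated stress and unfolded protein response, acute phase, TGF-beta and Smad targets, cell cycle, fetal liver genes, markers of bile duct, stellate, macrophage, endothelial and blood cells, mitochondrially encoded mRNAs and ribosomal protein mRNAs. Apart from the first, they were written from general knowledge. Genes named in the text are those the paper names with these data or the m6A machinery, the 10 with the largest difference in each direction at an adjusted p under 0.05 and a mean of at least 10 CPM, for decay and at 0 h, without predicted genes, and up to 4 members of each list described. Some genes that this rule names are not reported here. Lists, fits, this rule and the alternatives were fixed before the data were examined, apart from 1 fit for decay (the 0 and 2 h libraries with TMM) and 1 for the groups at 0 and 2 h (those libraries without the 6 h ones), which were added after the values were seen. Tests of explanations were written later, before their results were seen except for the 3 on Xist and the Y-linked genes.

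Alternatives for decay were TMM, DESeq2 1.42.0 size factors, scaling to Gapdh, to the ribosomal protein list or to the mitochondrially encoded list (pseudocount 0.5), no filter, at least 100 reads in every 0 h library, time as 3 levels, 0 and 2 h or 2 and 6 h libraries only, DESeq2's Wald test and the replicate number as a block. For each time they were total counts, DESeq2 size factors, the ribosomal protein list, no filter, only the libraries of that time, DESeq2's Wald test, an absolute log2 difference over 1 and the block. Each library was also left out in turn, and the lone library of a group was then assumed to vary like the other groups. The genotype labels were exchanged within times in 100 of the 108 ways that exist (seed 1). The fits were tested on simulated data with 200 changed genes, in which expression was otherwise the same at all times and in both genotypes. For decay, over 13975 genes, 63.3% of genes changed by 0.1 log2 per hour and 83.8% of those changed by 0.3 were recovered, with 9 unchanged genes called. For 0 h, over 13972 genes, 61.6% of genes changed by 0.5 log2 and 82.8% of those changed by 1 were recovered, with 6 unchanged genes called. Onecut1 was not tested, since the filter did not keep it. The mitochondrially encoded standard used all 13 genes of its list, of which only 7 passed the filter. Supplementary Datasets 1, 3 and 5 were held only in part, so no test used a gene list from them.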

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

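The 3 tests on Xist and the Y-linked genes were chosen after the result was seen. In the libraries labelled Mettl3 cKO at 0 h, 16 urea cycle and amino acid genes were lower, 16 p53 targets were higher and 16 macrophage markers were higher, in genes outside those the paper discusses for these cells. Sult2a1 was at least 274-fold lower there, and Eno1b had at most 4 reads in the Mettl3 cKO libraries at 6 h. For 268 genes with a called slope difference the difference between genotypes was opposite at 0 and 6 h, 191 of them lower at 0 h and higher at 6 h and 77 the reverse. The calls at 0 and 6 h used TMM and the slope calls total counts, which favour slower decay in Mettl3 cKO. Without the demand of a called slope, 218 genes were lower at 0 h and higher at 6 h and 174 the reverse.

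Of the genes in the text, 9 were opposite at 0 and 6 h with a called slope difference, by the test of the genotype by time term. The slope differences were 0.17 for Mettl3, 0.12 for Onecut2, 1.07 for Eif2s3y, 0.95 for Kdm5d, 0.90 for Chac1 and 0.41 for Rbm15b, all lower at 0 h and higher at 6 h in Mettl3 cKO. They were −0.57 for Erdr1, −0.24 for Derl3 and −0.13 for Acox2, which ran the other way.

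Slower decay outnumbered faster decay in the libraries labelled Mettl3 cKO. Abundant stable transcripts that set the library totals are argued against as the whole cause, since without the 100 genes with most reads (22.7% to 36.8% of reads) the median difference stayed at 0.023 (spread 0.0019), with 2923 slower and 643 faster genes, although TMM brings it to 0.0015 (spread 0.0018). Other animals at 6 h are argued against as the whole cause too, since the 0 and 2 h libraries gave a median of 0.032 (spread 0.0070), although TMM brings that to −0.0061 (spread 0.0023), with 1619 slower and 630 faster genes. Exchanging labels does not decide on chance, since a split that keeps or exchanges a whole group carries the genotype difference at that time into the slope, and a split that mixes labels puts it between replicates. Of 100 drawn splits, the real one included, 7 gave at least the real 3515 genes (highest other 5862, the 6 others all exchanging both 0 h libraries), 32 a median as large (highest other 0.075, the 31 others all keeping or exchanging both 6 h libraries), and the 29 that mix labels at every time called 0 genes, so an effect of Mettl3 loss stays open.

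Xist had at least 16565 reads in the Control libraries at 6 h, where the Y-linked genes tested had at most 1 read. Decay of Y-linked mRNA is argued against, since the slope of Ddx3y between 0 and 2 h predicts 3431 reads at 6 h, with a lower limit of 2647. Exchanged genotype labels at 6 h are argued against, since Sult2a1 had at most 1 read in the 6 h libraries labelled Mettl3 cKO. Those libraries had Y-linked reads, as had the Control libraries at 0 and 2 h, in which Sult2a1 had at least 337 reads. Sult2a1 had at least 329 reads in the 6 h libraries labelled Control, but these differ in Xist, so that value alone does not decide. All 4 Y-linked genes tested (Ddx3y, Eif2s3y, Kdm5d and Uty) follow what cells of a female mouse at 6 h in Control and of male mice elsewhere may give, with 4 of 4 at 3 reads or fewer there and above 100 in the other 10 libraries. The paper's text does not state the sex of these animals, and an exchange with a sample outside the study stays open.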

How the results depend on the processing

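For decay the 0 and 2 h libraries with TMM, and for the groups at 0 and 2 h the fit without the 6 h libraries, were chosen after the data were seen. For named genes, 3058 of 3212 comparisons with an alternative kept direction and side of the threshold, 52 lost the call, 34 gained it and 68 turned in sign. Except where a smaller set of libraries shows it, the cause was not tested. Against 3515 slower and 373 faster genes, a median of 0.041 and −0.080 for Hnf4a, TMM gave 1436 faster genes, a median of 0.0015, −0.12 for Hnf4a and −0.039 for Fosl1. DESeq2 size factors gave 2306 slower, 1760 faster, a median of −0.0047, −0.13 for Hnf4a and −0.045 for Fosl1, and its Wald test 0.024 for Zfp36. The mitochondrially encoded list gave 1318 slower, a median of −0.025, −0.14 for Hnf4a and −0.055 for Fosl1, and Gapdh 239 faster, 0.0011 for Igf2bp3 and 0.0095 for Zfp36. The ribosomal protein list gave 222 faster, a median of 0.032 and −0.012 for Fosl1, no filter a median of 0.033, and time as 3 levels 840 faster, −0.073 for Hnf4a and −0.0057 for Fosl1. The 2 and 6 h libraries gave 566 faster, −0.12 for Hnf4a, 0.033 for Gapdh, 0.0098 for Igf2bp1, 0.040 for Igf2bp3, 0.18 for Fos, 0.17 for Fosb, 0.20 for Nfkbia and 0.36 for Zfp36. The 0 and 2 h libraries gave 1952 slower, 231 faster, a median of 0.032 and, turned in sign, 0.022 for Hnf4a, −0.25 for Sox9, −0.025 for Mettl14, −0.087 for Igf2bp2, 0.017 for Cyp27a1, −0.081 for Ddx3y, −0.12 for Kdm5d, 0.59 for Xist, 0.020 for Erdr1, 0.016 for Cyp2c29, 0.041 for Derl3, −0.28 for Dusp1, −0.23 for Egr1 and −0.24 for Fosl1. With TMM these libraries gave 1619 slower, 630 faster, a median of −0.0061, −0.29 for Sox9, −0.063 for Mettl14, −0.13 for Igf2bp2, −0.12 for Ddx3y, −0.16 for Kdm5d, 0.57 for Xist, 0.0018 for Derl3, −0.32 for Dusp1, −0.27 for Egr1 and −0.28 for Fosl1. Of the values turned in sign, those of Sox9 (adjusted p = 0.0345 and 0.0140 in edgeR), Dusp1, Egr1 and Fosl1 over 0 and 2 h and of Zfp36 over 2 and 6 h passed the threshold.

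Without each library in turn, slower genes ranged from 2746 to 3625 and the median from 0.036 to 0.047. Faster genes ranged from 194 (without Mettl3 cKO 6 h replicate 2) to 373, with 226 without Mettl3 cKO 6 h replicate 1. The slope difference ranged from −0.092 to −0.064 for Hnf4a, −0.16 to 0.21 for Dbp, −0.017 to 0.0092 for Gapdh, −0.061 to 0.014 for Igf2bp1, −0.020 to 0.011 for Igf2bp3, −0.053 to 0.23 for Dusp1, −0.050 to 0.081 for Fosl1 and −0.17 to 0.059 for Zfp36. At 0 h the log2 difference of Gapdh ranged from −0.082 to 0.0041 and was 0.0046 with total counts and 0.070 with the ribosomal protein list, and at 2 h that of Mettl3 was 0.0035 with total counts. The ribosomal protein list gave 1971 lower genes at 0 h and 2435 at 6 h, and total counts 2873 at 6 h. With an absolute log2 difference over 1 the higher and lower genes numbered 1217 and 612 at 0 h, 1987 and 682 at 2 h, and 3055 and 1005 at 6 h. Of the 25 lists, 12 were called at 0 h, 2 with the estimated correlation and 10 to 13 without each library, while fry, which tests a list against no change, called 21. Apart from the liver development and m6A-RIP-qPCR lists, 10 were called for decay, 0 with the estimated correlation, 6 (without Control 0 h replicate 2) to 13 without each library, and 6 by fry. The median of the liver development list relative to all genes was 0.10 and that of the m6A-RIP-qPCR list 0.14, and neither list passed with an estimated correlation.

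No pairing by replicate number was detected, since over 15 pairs of groups the correlation of deviations ran from −0.074 to 0.025, with 0 over 0.1. All kept genes weighed alike in it, so the noise of low counts could hide a pairing. With the replicate number within genotype as a block, 3074 genes were slower and 259 faster, and with it as an additive term 3309 and 304. At 0 h the block gave 4178 higher and 3619 lower genes. Of the 143 results on single genes with alternatives, 1 call (Ass1) was lost under a block, and Zfp36 turned in sign (0.0012 and 0.00063). At 16952084 to 20914516 reads per library, smaller changes were missed in the simulated data, with 63.3% of changes of 0.1 log2 per hour recovered. Those data had no departure from a straight line and no further difference at 6 h, so the rate may be too high for the real libraries.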

Differences from the paper's values

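The CPM values of the paper match these same counts, so they are no independent check. The other values set side by side are shares of Hnf4a that remained, by RT-qPCR in the paper and by sequencing here. With all libraries none of these shares differed by more than 1.5 times and the replicate spread, a wide margin for shares of this size. Relative to Gapdh, Hnf4a in Control stood at 0.660 at 2 h and 0.645 at 6 h, against the paper's about 0.9 and about 0.6 in Fig. 6f, read by eye. In Mettl3 cKO it stood at 0.774 and 0.494, against the paper's about 0.62 and about 0.5 in Fig. 6f, read by eye. At 2 h the figure shows less Hnf4a in Mettl3 cKO than in Control, while here Mettl3 cKO had the higher share. Without Control 2 h replicate 1 the Control value at 2 h was 0.592, more than 1.5 times from the paper's, and it stayed within that factor without any other library.

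The paper states a shorter half-life of Hnf4a mRNA in Mettl3 cKO. Here the slope difference was −0.080, SE 0.029, with an adjusted p = 0.0644 in edgeR over all genes. It passed the threshold with TMM (adjusted p = 0.0106), DESeq2 size factors (0.00821), the mitochondrially encoded list (0.0193), time as 3 levels (0.0118), the 2 and 6 h libraries (0.00747) and without Control 2 h replicate 2 (0.0257). Adjusted over the list alone it passed in the m6A-RIP-qPCR list (0.0223) and the liver development list (0.0332). It did not pass over all genes with the replicate number as a block within genotype (adjusted p = 0.107) or as an additive term (0.0821). With Gapdh as the standard it did not pass either. Over 0 and 2 h the sign turned (0.022, SE 0.067, adjusted p = 0.897).

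The paper states a global gain in mRNA stability. Of the genes called here 90.4% decayed more slowly, and the median difference was 0.041 at total counts, the scaling that matches its own CPM values. The median was 0.0015 with TMM, −0.0047 with DESeq2 size factors and −0.025 with the mitochondrially encoded list.

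For liver development genes the paper states that most were more stable or unchanged and that few, Hnf4a among them, had a shorter half-life. The tally here is 27 slower, 29 neither and 1 faster (Ass1) of 57, with 10 genes below 0, Hnf4a among them, in a list that is not the full Gene Ontology term. Cited2, Cebpa and Notch2 were slower and Dbp was not called (0.11, SE 0.15, adjusted p = 0.651). The paper names all of these together among the genes that were either more stable or unchanged.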

Other observations

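The test of the GGACT sites and that of weaker arrest were written before their results were seen, while the 0 and 2 h values of single short-lived transcripts were picked after they were seen. Of the 33 short-lived transcripts, 19 decayed more slowly over 0 and 2 h in the libraries labelled Mettl3 cKO, such as Jund (0.58), Dusp5 (0.42) and Btg1 (0.57), and 7 faster. For the 7 the slope differences in edgeR were −1.14, SE 0.13, adjusted p = 2.41e-07 for Nfkbia, the inhibitor of NF-kappaB, −0.83, SE 0.19, adjusted p = 0.00233 for Fos, −0.75, SE 0.085, adjusted p = 2.86e-07 for the mRNA decay factor Zfp36 and −0.67, SE 0.17, adjusted p = 0.00520 for Fosb. For Dusp1, Fosl1 and Egr1 they were −0.28, −0.24 and −0.23. Over all times the adjusted p of the 7 ran from 0.188 (Fos) to 0.998 (Zfp36). Between 2 and 6 h Zfp36 (0.36), Dusp1 (0.27) and Egr1 (0.21) were slower, and with time as 3 levels Nfkbia was faster (adjusted p = 3.42e-04) and Dusp1 slower (0.0102).

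Genes that the paper reports as repressed in liver tissue of Mettl3 cKO mice were measured here in cultured hepatocytes at 0 h. Apoa2 (−0.73, SE 0.090), Apoc3 (−1.74, SE 0.093) and Mttp (−0.58, SE 0.077) were lower in the libraries labelled Mettl3 cKO, and Cyp8b1 was not called (0.70, SE 0.44, adjusted p = 0.185 in edgeR, with 0.27 without Control 0 h replicate 1 and 1.32 without replicate 2).

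Lists not reported with the conclusions follow, as slower and faster genes of those tested. Camera placed Hnf4a targets (1 and 1 of 34, adjusted p = 0.00891), hepatocyte markers (1 and 1 of 24, 0.00465), urea cycle genes (2 and 2 of 22, 0.00465), fetal liver genes (1 and 2 of 15, 0.0437) and ribosomal protein mRNAs (1 and 0 of 73, 0.00968) towards faster decay than other genes. With an estimated correlation their adjusted p were 0.670, 0.672, 0.670, 0.487 and 0.755, and the median of the ribosomal list lay above 0 (0.0056). The same 5 lists had over 0 and 2 h 0 and 0, 0 and 1, 0 and 0, 1 and 2, and 5 and 0 genes, with adjusted p at the preset correlation of 0.0707, 0.0420, 0.210, 0.165 and 0.927 (hepatocyte markers adjusted p = 0.316 with an estimated correlation). With TMM they had 0 and 4, 0 and 5, 1 and 7, 0 and 2, and 0 and 5 genes, with adjusted p of 0.00773, 0.00429, 0.00329, 0.0612 and 9.80e-04, and of 0.692, 0.692, 0.692, 0.451 and 0.692 with an estimated correlation. Not placed apart over all times were lipid synthesis (2 and 3 of 29), cholesterol synthesis (7 and 1 of 23), fatty acid oxidation (4 and 1 of 23), p53 targets (10 and 1 of 24), stress response (6 and 6 of 22), acute phase (4 and 2 of 25) and cell cycle (5 and 0 of 27). Nor were bile duct (3 and 1 of 19), stellate (4 and 1 of 22), macrophage (1 and 1 of 18), endothelial (4 and 0 of 20), blood (0 and 0 of 8) and mitochondrial (1 and 1 of 7) lists. At an unadjusted p under 0.05 the cell cycle list had 7 and 0, the endothelial list 11 and 0, and the blood list 0 and 1. The macrophage list had 9 and 1 at that threshold and the stellate list 9 and 1. With TMM the lipid list was placed towards faster decay (2 and 5, adjusted p = 0.0440, or adjusted p = 0.619 with an estimated correlation), and the counts were 1 and 2 for cholesterol synthesis, 2 and 5 for fatty acid oxidation, 7 and 2 for p53 targets, 5 and 6 for stress, 2 and 4 for acute phase and 1 and 2 for cell cycle genes. Camera placed, over 0 and 2 h, the stress (9 and 0, adjusted p = 3.71e-07) and p53 lists (7 and 1, 0.00552) towards slower decay, and the lipid synthesis (2 and 1, 0.0490), acute phase (0 and 1, 0.0216), stellate (0 and 2, 0.0318) and endothelial lists (1 and 2, 0.0216) towards faster decay. With an estimated correlation the adjusted p of these 6 were 0.212, 0.212, 0.223, 0.270, 0.321 and 0.505. The medians of the stellate, macrophage and endothelial lists were 0.13, 0.26 and 0.15 over all times and −0.047, −0.030 and −0.096 over 0 and 2 h, against 0.041 and 0.032 for all genes.

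At 0 h, as higher and lower genes, the lists not placed apart were m6A-RIP-qPCR (7 and 2 of 12), liver development (24 and 16 of 57), short-lived (16 and 10 of 33), cholesterol (12 and 5 of 23), fatty acid oxidation (8 and 9 of 23), bile acid (5 and 7 of 17) and acute phase genes (11 and 10 of 25). The others were TGF-beta and Smad targets (9 and 4 of 21), fetal liver (5 and 3 of 15), stellate (7 and 2 of 22), endothelial (8 and 1 of 20), blood (2 and 0 of 8) and ribosomal protein genes (2 and 17 of 73).

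Over all genes, slower decay in the libraries labelled Mettl3 cKO went with GGACT sites, the core motif of m6A, per transcript. The median slope difference was 0.012 for 958 genes with no site and 0.083 for 591 genes with the most sites (over 0 and 2 h 0.020 and 0.043, with 0.052 at 6 to 10 sites), though these are also longer (median 1555 and 8678 bp). At fixed length, GC content and expression over 13291 genes, GGACT ranked 1 of the 60 orderings of its bases (coefficient 0.0082, SE 0.0021), ahead of TAGCG (0.0070, SE 0.0024) by less than 1 SE. The rank is by signed coefficient, and some orderings had larger coefficients below 0, such as AGCTG (−0.0195, SE 0.0023) and CATGG (−0.0180, SE 0.0021). Over 0 and 2 h GGACT ranked 2, behind CGTAG, so loss of m6A at GGACT sites may take part but is not singled out. Weaker arrest of transcription in these cells also stays open, since its test cannot decide. Short-lived transcripts with no GGACT site had a median 0.16 above that of all genes. Their medians in replicates 2 and 1 (0.22 and 0.19) lay near those of short-lived transcripts with over 5 sites (0.18 and 0.19). Short-lived transcripts were picked by slope in 1 replicate and measured in the other. In Control 10% of slopes lay below −0.49 log2 per hour, and in Mettl3 cKO below −0.30. A pick of steep slopes can therefore favour genes that fall faster in Control, whatever the cause. The values also include the 6 h libraries, in which Xist differs.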
